# The RNA-binding protein ESRP1 promotes human colorectal cancer progression

**DOI:** 10.18632/oncotarget.14318

**Published:** 2016-12-28

**Authors:** Sharmila Fagoonee, Gabriele Picco, Francesca Orso, Arrigo Arrigoni, Dario L. Longo, Marco Forni, Irene Scarfò, Adele Cassenti, Roberto Piva, Paola Cassoni, Lorenzo Silengo, Emanuela Tolosano, Silvio Aime, Daniela Taverna, Pier Paolo Pandolfi, Mara Brancaccio, Enzo Medico, Fiorella Altruda

**Keywords:** ESRP1, RNA binding protein, proto-oncogene, human colorectal cancer

## Abstract

Epithelial splicing regulatory protein 1 (ESRP1) is an epithelial cell-specific RNA binding protein that controls several key cellular processes, like alternative splicing and translation. Previous studies have demonstrated a tumor suppressor role for this protein. Recently, however, a pro-metastatic function of ESRP1 has been reported. We thus aimed at clarifying the role of ESRP1 in Colorectal Cancer (CRC) by performing loss- and gain-of-function studies, and evaluating tumorigenesis and malignancy with *in vitro* and *in vivo* approaches. We found that ESRP1 plays a role in anchorage-independent growth of CRC cells. ESRP1-overexpressing cells grown in suspension showed enhanced fibroblast growth factor receptor (FGFR1/2) signalling, Akt activation, and Snail upregulation. Moreover, ESRP1 promoted the ability of CRC cells to generate macrometastases in mice livers. High ESRP1 expression may thus stimulate growth of cancer epithelial cells and promote colorectal cancer progression. Our findings provide mechanistic insights into a previously unreported, pro-oncogenic role for ESRP1 in CRC, and suggest that fine-tuning the level of this RNA-binding protein could be relevant in modulating tumor growth in a subset of CRC patients.

## INTRODUCTION

Colorectal cancer (CRC) is the third most common cancer worldwide [1]. Colorectal carcinogenesis is a complex process in which the activation of oncogenes and inactivation of tumor suppressor genes affect several critical cancer-related pathways [2, 3]. Recent advances in the field of CRC have highlighted several new key regulators of tumour initiation and progression, including short and long regulatory non-coding RNAs [4, 5]. Dysregulation in these molecules may alter many gene regulatory networks at the transcriptional, post-transcriptional or epigenetic level leading to cancer cell transformation.

RNA-binding proteins (RBPs) are also important for the genomic regulatory network within a cell and exert an array of functions, ranging from alternative splicing to mRNA translation and RNA degradation [6]. Due to their central role in RNA biogenesis, the expression of RBPs should be finely tuned in the cell [7]. Importantly, in several tissues, like the colon, RBPs are consistently and significantly highly expressed with respect to other classes of genes such as transcription factors, pointing out to the relevance of post-transcriptional regulation in maintaining homeostasis in these settings [7]. RBPs are emerging as key regulators of several processes in colon carcinogenesis. For instance, the RBP Quaking controls the differentiation of colon epithelium and acts as a suppressor of tumorigenesis [8]. Importantly, alterations in RBPs expression or mutation in the binding sites of target RNAs may lead to the formation of aberrant ribonucleoprotein complexes, thus changing their function and contributing to cancer initiation [9]. The RBP Musashi RNA-Binding Protein 2, for example, shows elevated expression in colorectal adenocarcinomas and promotes intestinal transformation [10]. The finding that RBPs can act both as oncogene or tumor suppressor, like Hu Antigen R, further complicates this issue [11].

Epithelial Splicing Regulatory Protein 1 (ESRP1) is an epithelial cell-specific RBP and splicing factor, which was first identified as a tumor suppressor in the colon adenocarcinoma cell line, LS180, due to its ability to bind to the 5′UTR of several cancer-related genes and regulate their translation [12]. The ESRP1 gene was also found to be the target of biallelic inactivating mutations in human colon cancers with microsatellite instability [13]. In agreement with the tumor suppressive role of ESRP1, several studies have shown that ESRP1 negatively regulates Epithelial-to-Mesenchymal Transition (EMT) in breast and pancreatic cancer, in oral squamous cell and non-small cell lung carcinomas [14,15,16,17]. Paradoxically, however, a pro-metastatic activity of ESRP1 has also been reported. ESRP1 expression in 4T1 breast cancer cells has been shown to enhance their metastatic potential and high ESRP1 expression is associated with poor survival of breast cancer patients [18]. Moreover, brain-metastatic progression of melanoma is positively correlated with the expression of CD44v6 isoform, a splicing target of ESRP1 [19]. More recently, Wang *et al*. described an association between copy number gains at three regions on chromosome 8, including 8q22 where ESRP1 is located and poor survival of gastric cancer patients [20].

In the present study, using both loss- and gain-of-function approaches, we demonstrate that ESRP1 plays a role in anchorage-independent growth of CRC cells. ESRP1-overexpressing CRC cells, when grown in suspension, show enhanced fibroblast growth factor receptor (FGFR1/2) signalling, Akt activation, and Snail upregulation. Furthermore, ESRP1 promoted the ability of CRC cells to generate macrometastases in mice livers. High ESRP1 expression may thus stimulate growth of cancer epithelial cells in the colon as well as at distant sites, and promote colorectal cancer progression.

## RESULTS

### ESRP1 is overexpressed in a subset of human CRC samples

To understand the role of ESRP1 in CRC, we examined ESRP1 expression in previously described Tissue Microarray (TMA) of primary human colon cancer by immunohistochemistry [21]. The intensity of ESRP1 expression in 75 out of 80 evaluable CRC sections stained was quite heterogeneous. Tumor sections showed moderate (nuclear or nuclear/cytoplasmic) (Figure 1A i-iv and supplementary Figure 1A) to high ESRP1 immunoreactivity (Figure 1A v-vi and supplementary Figure 1A) compared to normal human colon in which ESRP1 immunoreactivity was mainly found in the nuclei of cells of the mucosa (Figure 1A vii, viii and supplementary Figure 1A). Consistently, analysis of cancer genome atlas (TCGA) data from 450 human CRC samples revealed that ESRP1 expression was extremely heterogeneous, with RNA-Seq by Expectation Maximization (RSEM) values ranging from below 200 to over 8000. Based on ESRP1 mRNA expression (z-scores), 16% of the CRC samples had indeed elevated levels (z-score >1) and 13% of samples showed below-average ESRP1 expression (z-score <-1) (Figure 1B). Moreover, classification of ESRP1 expression *versus* molecular subtyping of CRC revealed that ESRP1 expression was elevated in some subtypes of tumors (Supplementary methods and Supplementary Figure 1B). In particular, C1 (Chromosomal Instability (CIN)_ImmuneDown_), C3 (*KRAS*-mutant) and C5 (CIN_WntUp_) molecular subtypes of CRC showed a mild but statistically significant increase in ESRP1 expression compared to the other subtypes (supplementary Figure 1B) [22].

**Figure 1:**
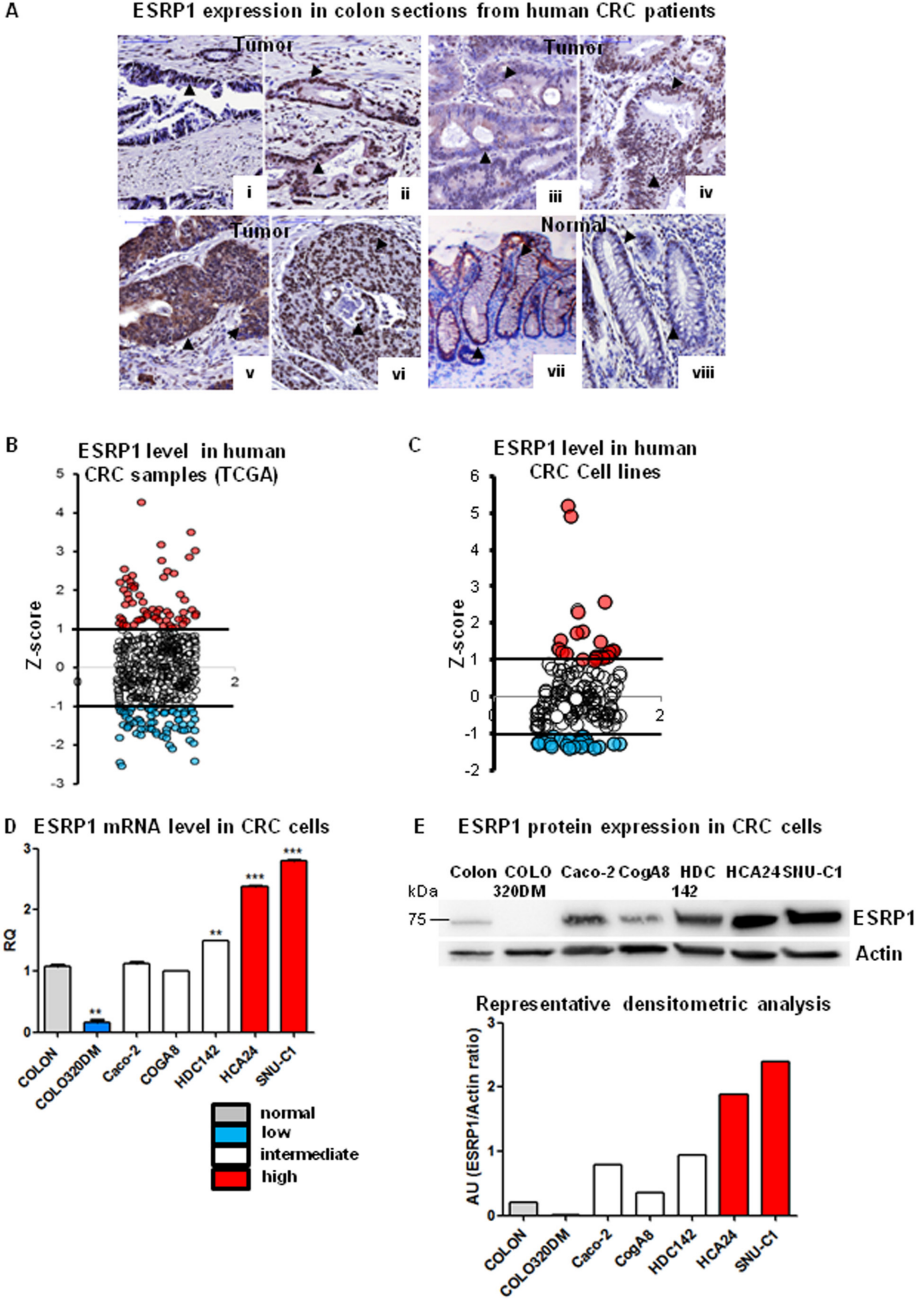
ESRP1 expression in CRC patients and cell lines **A**. Immunohistochemical analysis of ESRP1expression in human CRC sections and normal colonic mucosa: i-vi: tumor (grade I-III), vii-viii: normal colon (scale bar, 100μM). Arrowheads show ESRP1 positivity. **B**. Z-score of ESRP1 mRNA expression levels from TCGA RNA-seq data (450 tumor samples), showing tumors with high (red dots) and low (blue dots) ESRP1 expression. Z-score between 1 and -1 was considered normal. **C**. ESRP1 expression in 151 CRC cell lines were extracted from GEO and show cell lines with z-score >1 and <-1. **D**. qRT-PCR analysis of ESRP1 mRNA levels in selected cells lines versus normal colon (n=6; t-test of cell lines *versus* normal colon is shown). **E**. Representative western blot and densitometric analyses of ESRP1 in selected CRC cell lines versus normal colon (3 independent experiments).

As human CRC cell lines are relevant cancer models for studying gene function, we also interrogated our gene expression dataset, previously generated using a panel of 151 CRC cell lines, for ESRP1 expression [23]. In agreement with TCGA data, ESRP1 expression values ranged over more than one order of magnitude, with 15% of CRC cell lines expressing high levels (z-score >1) and 14% of cells expressing low levels (z-score <-1) (Figure 1C). We thus selected 6 CRC cell lines that expressed low (z-score < -1), intermediate (-1 ≥ z-score ≤ 1) or high (z-score >1) levels of ESRP1 for our *in vitro* studies, and ESRP1 expression was validated both at the RNA and protein levels (Figure 1D and E, respectively).

### ESRP1 promotes proliferation and tumorigenicity of CRC cells *in vitro*

ESRP1 has been described as a tumor suppressor in several types of cancers [14,15]. We thus knocked down ESRP1 in HCA24 cells (ESRP1^high^) to investigate the effect of ESRP1 silencing on CRC progression. HCA24 cells were infected with lentivirus prepared with three different shRNA sequences (Sh3, Sh4 and Sh5) giving efficient knockdown of ESRP1 expression as confirmed by analysis of mRNA (Figure 2A) and protein (Figure 2B) levels. The specificity of the shRNAs was verified by analyzing the expression of the alternatively spliced isoforms of ESRP1 target genes, ENAH [Enabled Homolog (Drosophila)] and FGFR2, and as expected, there was an increase in the mesenchymal isoforms (ENAH 11-12 and FGFR2 IIIc) upon ESRP1 silencing in HCA24 cells (Figure 2C and supplementary Figure 1C). Surprisingly, in HCA24 cells, constitutive knockdown of ESRP1 abrogated the growth in suspension (Figure 2D) and reduced the anchorage-independent growth *versus* Scr controls (Figure 2E). We performed a rescue experiment by substituting 3 bases in three different codons of the Sh4 binding site present in the ESRP1 overexpression construct. Transfection of the mutant construct in ESRP1-silenced HCA24 (Sh4) cells rescued the anchorage-independent growth ability as well as ESRP1-regulated gene expression of these cells to levels comparable to Scr controls (Figure 2F and supplementary Figure 2A, respectively). ESRP1 silencing in another transformed CRC cell line, HDC142 (ESRP1^intermediate^) also abolished their colony-forming capacity in soft agar (supplementary Figure 2B). These data indicate that constitutive silencing of ESRP1 expression reduced anchorage-independent CRC cell growth.

**Figure 2:**
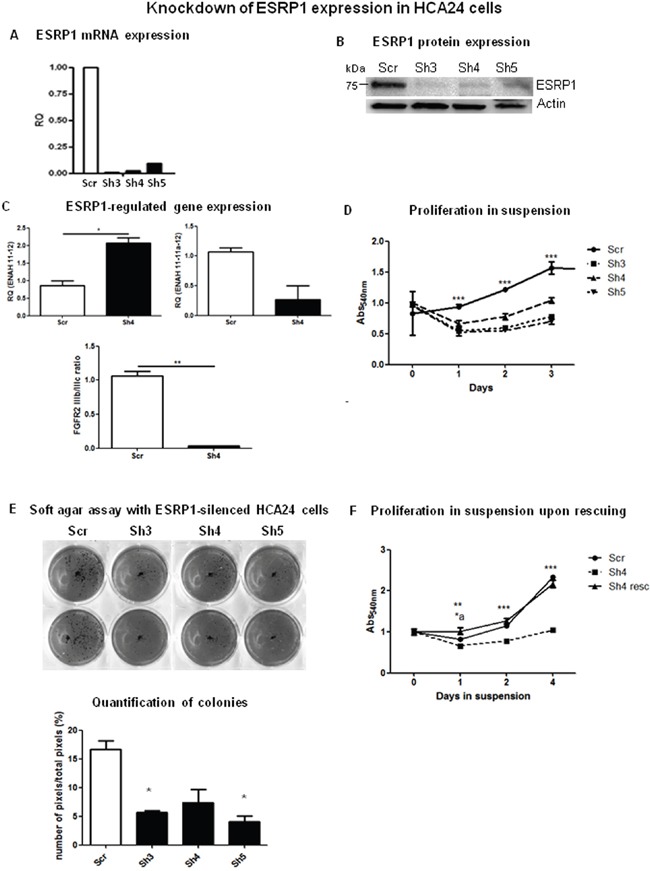
ESRP1-silencing reduces tumorigenicity of CRC cells **A**. Representative qRT-PCR and **B**. western blotting analyses of ESRP1 expression in ESRP1-silenced (Sh3, Sh4 and Sh5) and control (Scr) HCA24 cells. **C**. qRT-PCR analysis of ESRP1-regulated gene expression. **D**. MTT proliferation assays of ESRP1-silenced versus Scr control HCA24 cells grown in suspension (n=8, 2 independent experiments). **E**. Soft agar assay with ESRP1-silenced and control HCA24 cells (n=3, 2 independent experiments) and Image J software quantification of pixels/well (n=6). **F**. MTT proliferation assays of ESRP1-silenced (Sh4) versus Scr control and Sh4 rescued HCA24 cells grown in suspension (n=6, 2 independent experiments, *a is t-test comparing Scr *vs* Sh4 resc, **, *** is t-test comparing Sh4 *vs* Scr and Sh4 *vs* Sh4 resc).

To investigate a potential oncogenic role for ESRP1 in CRC, we chose Caco-2 cells, a normal-like colon cell line (ESRP1^intermediate^), to perform both loss- and gain-of-function experiments. Upon ESRP1-silencing, proliferation in suspension (supplementary Figure 3) or anchorage-independent growth (not shown) of Caco-2cells, which usually do not grow in anchorage-independency, did not change *versus* Scr controls. We next stably overexpressed ESRP1 in the non-transformed Caco-2 cells, and overexpression was confirmed both at mRNA (Figure 3A) and protein (Figure 3B) levels. Analysis of ESRP1-regulated genes, ENAH and FGFR2, showed that there was a statistically significant increase in the expression of the epithelial isoform of the former (ENAH 11-11a-12), but a slight decrease in the FGFR2 IIIb/IIIc (epithelial/mesenchymal) ratio (Figure 3C). Remarkably, elevated ESRP1 expression promoted the proliferation of Caco-2 cells in suspension (Figure 3D) and colony formation in soft agar assay after 60 days of culture compared to the Empty controls, thus indicating a role for ESRP1 in the anchorage-independent growth of Caco-2 cells (Figure 3E). Moreover, we restored ESRP1 expression (Figure 4A and 4B) in an ESRP1-null COLO320DM cells (ESRP1^low^) presenting poorly-differentiated features and growth in semi-suspension. Analysis of ESRP1-regulated genes showed that there was a statistically significant decrease in the expression of the epithelial isoform of ENAH, and a significant increase in the FGFR2 IIIb/ IIIc (epithelial/mesenchymal) ratio (Figure 4C). Again, ESRP1-expressing COLO320DM cells showed a slight but statistically significant increase in proliferation in suspension cultures compared to Empty controls (Figure 4D) confirming the data obtained in ESRP1-overexpressing Caco-2 cells. Overall, *in vitro* analysis in 4 different colon cancer cell lines indicated a pro-oncogenic role of ESRP1 in CRC, in particular in sustaining anchorage-independent growth and transformation.

**Figure 3:**
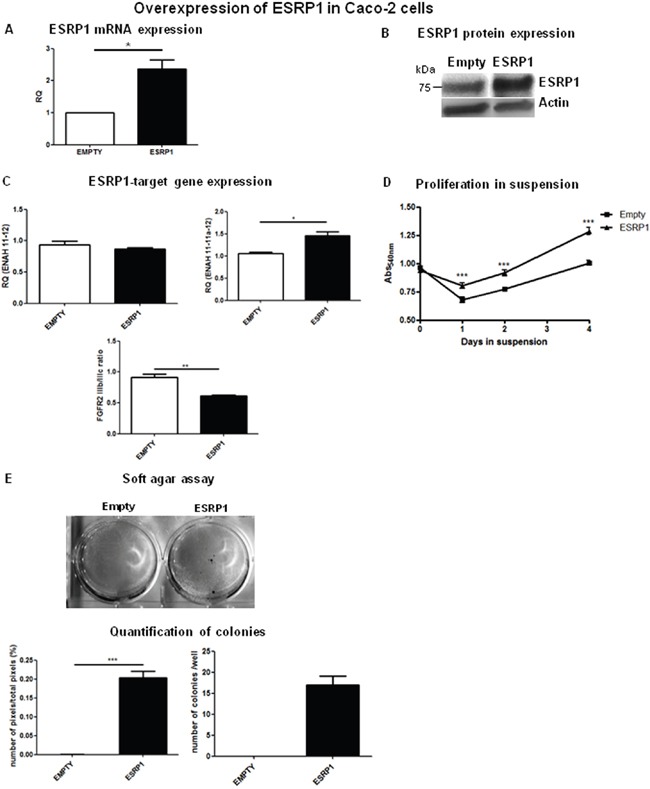
ESRP1 overexpression promotes proliferation and transformation of Caco-2 cells **A**. qRT-PCR and **B**. western blotting analyses of ESRP1 expression in Caco-2 cells (Empty controls versus ESRP1-overexpressing (ESRP1)). **C**. qRT-PCR analysis of ESRP1-regulated gene expression. **D**. MTT proliferation assays of ESRP1-overexpressing Caco-2 cells versus Empty controls grown in suspension (n=8, 2 independent experiments). **E**. Soft agar assay performed with ESRP1-overexpressing and control Caco-2 cells (6 independent experiments), Image J software quantification of pixels/well and colony counts.

**Figure 4:**
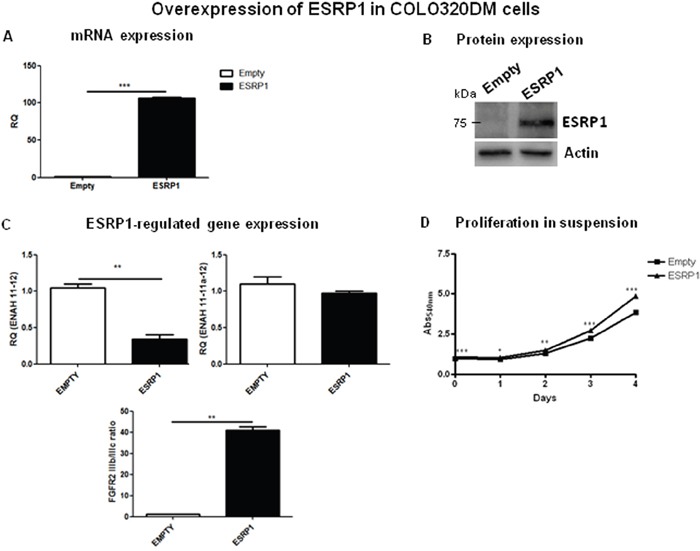
Overexpression of ESRP1 in COLO320DM cells **A**. qRT-PCR and **B**. western blotting analyses of ESRP1 expression in ESRP1-overexpressing and control COLO320DM cells (n=2, 2 independent experiments). **C**. qRT-PCR analysis of ESRP1-regulated gene expression. **D**. MTT proliferation assays of ESRP1-overexpressing COLO320DM cells versus Empty controls grown in suspension (n=8, 2 independent experiments).

### ESRP1 enhances primary tumor growth *in vivo*

We further confirmed the *in vitro* results by performing xenograft assays with ESRP1-silenced and -overexpressing Caco-2 cells. Caco-2 cells were injected subcutaneously in NOD/SCID/gamma-null (NSG) mice which were monitored weekly. Visible tumors formed 45 days after cell injection and grew very fast thereafter, and all tumors were dissected 60 days after cell injection. The results showed that while ESRP1-silenced tumors were significantly smaller compared to Scr control tumors (Figures 5A to 5E), ESRP1-overexpressing Caco-2 cells generated significantly larger tumors compared to Empty controls (Figures 5F to 5J). Altogether, these findings strongly support an important role for ESRP1 in promoting tumor growth.

**Figure 5:**
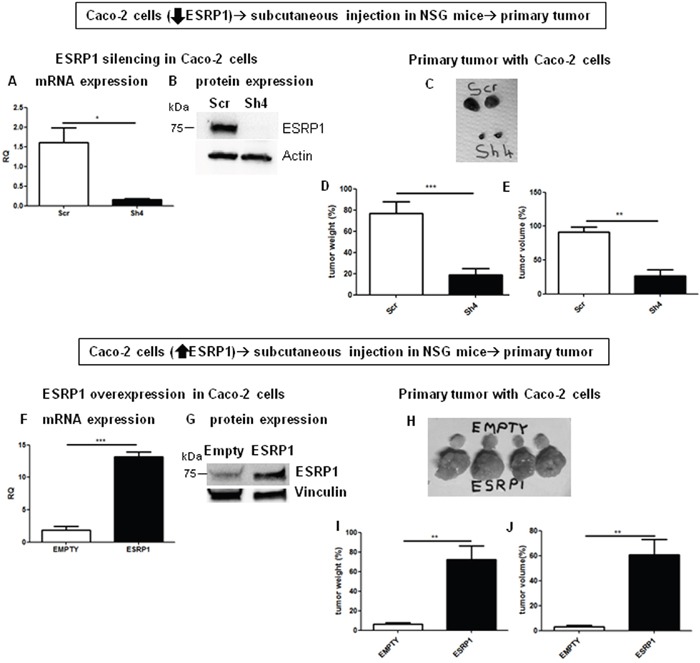
ESRP1 overexpression promotes tumor growth in NSG mice *in vivo* **A**. qRT-PCR and **B**. western blotting analyses of ESRP1 expression in ESRP1-silenced Caco-2 cells. **C**. Representative tumors are shown. Tumor **D**. weight and **E**. volume are shown in the graphs (n=8, 2 independent experiments). **F**. qRT-PCR and **G**. western blotting analyses of ESRP1 expression in ESRP1-overexpressing and control Caco-2 cells. **H**. Representative tumors are shown. **I**. Tumor weight and **J**. volume are shown in the graphs (n=8, 2 independent experiments).

### ESRP1–driven transformation is PI3K/Akt-dependent

As Akt is a potent survival factor in colorectal carcinogenesis, we next addressed whether the PI3K/Akt signaling pathway is involved in the phenotype observed in ESRP1-overexpressing Caco-2 cells [24]. Interestingly, when ESRP1-overexpressing Caco-2 cells were grown in suspension for 24 h, cell aggregates formed, and Akt was significantly more phosphorylated at Ser^473^, reflecting a higher Akt activity, compared to basal conditions and Empty controls. This increase remained constant in the suspension cultures up to 72 h (the last analyzed time point, Figure 6A). Treatment of ESRP1-overexpressing Caco-2 cells with ZSTK474, a selective PI3K inhibitor, significantly reduced colony formation in soft agar (Figure 6B) and rescued the enhanced growth in suspension to levels comparable to Empty controls (Figure 6C), showing that the PI3K/Akt pathway was implicated in ESRP1-driven Caco-2 cell survival and transformation [25].

**Figure 6:**
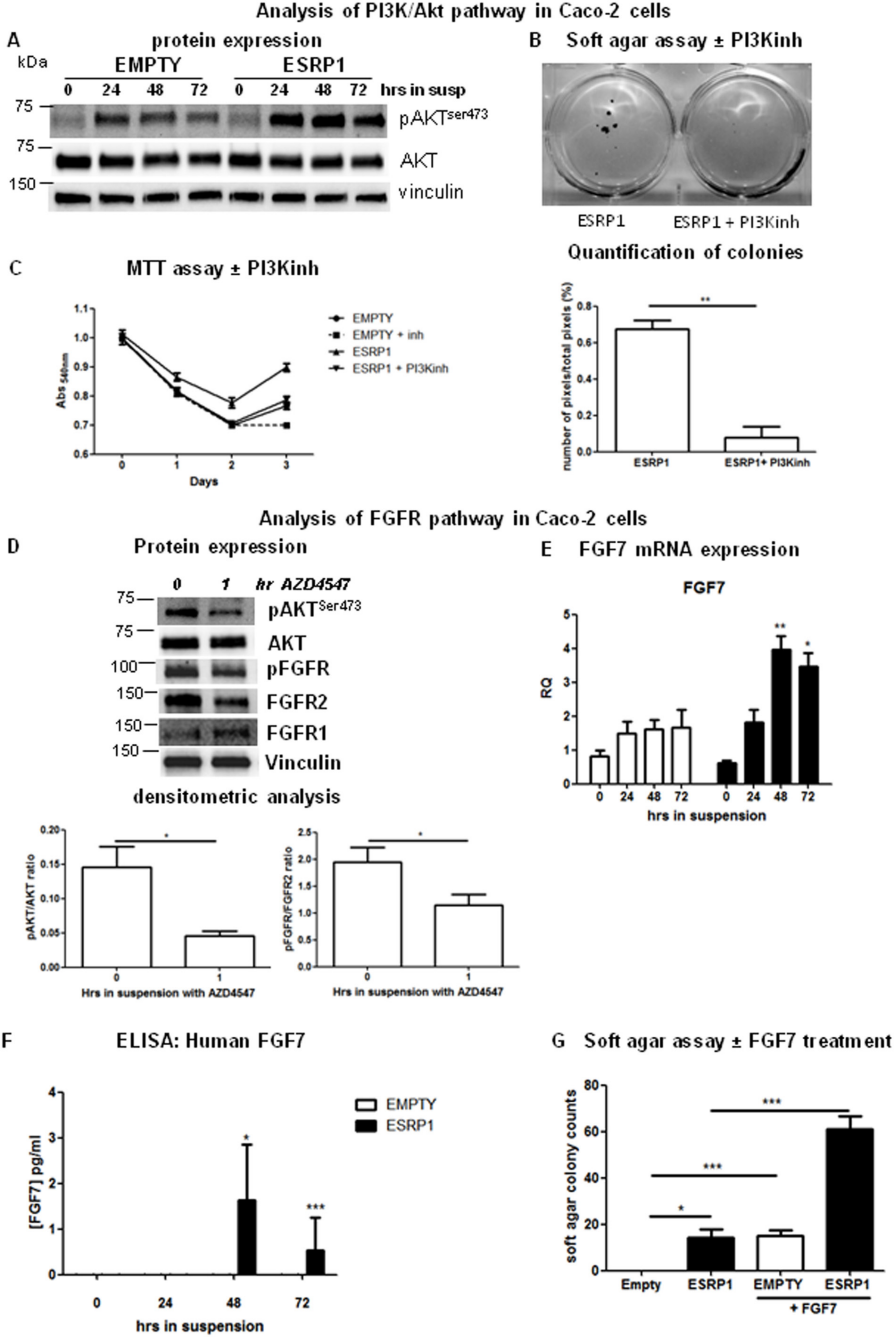
Pathways involved in ESRP1-driven CRC cell transformation **A**. Western blot analysis of phospho-AKT (pAKT^ser473^) expression in ESRP1-overexpressing Caco-2 cells versus Empty controls following growth in suspension for 72 h. Images are representative of 3 independent experiments. **B**. Soft agar assay and Image J software quantification of pixels/well (n=6) of ESRP1-overexpressing Caco-2 cells untreated or treated with PI3K inhibitor ZSTK474 (inh) (n=3, 2 independent experiments). **C**. MTT assay proliferation of ESRP1-overexpressing Caco-2 cells following PI3K inhibition versus Empty controls. **D**. Western blot and densitometric analyses of pAKT^ser473^, total AKT, phospho-FGFR^Tyr6537654^, total FGFR1 and FGFR2 expression in ESRP1-overexpressing Caco-2 cells grown in suspension untreated and treated for 1h with FGFR inhibitor (3 independent experiments). **E**. qRT-PCR analysis of FGF7 mRNA expression in ESRP1-overexpressing and control Caco-2 cells grown in suspension for 72 h (n=6, 3 independent experiments). **F**. ELISA for human FGF7 was performed in serum-free culture supernatant of ESRP1-overexpressing and control Caco-2 cells grown in suspension for 72 h (3 independent experiments). **G**. Soft agar assay colony counts of Empty and ESRP1-overexpressing Caco-2 cells, treated with FGF7 versus non-treated controls (n=3, 2 independent experiments).

### The oncogenic effects of ESRP1 on CRC cells are dependent on FGFR activation

As the receptor tyrosine kinase (RTK) Fibroblast Growth Factor Receptor (FGFR) 2 is a known splicing target of ESRP1 and is highly expressed in some CRC cell lines, we investigated whether the FGFR pathway was involved in the activation of Akt in the ESRP1-overexpressing cells [23,26]. In Caco-2 cells grown in suspension, we did not find any significant difference in the FGFR2IIIb/IIIc ratio between ESRP1-overexpressing cells and Empty controls up to 72 h (supplementary Figure 4A). However, further analysis of the FGFR activation (phosphorylation at Tyr^653^ and Tyr^654^) in these cells showed that FGFR was more phosphorylated at 24 h in suspension in ESRP1-overexpressing Caco-2 cells compared to Empty controls (supplementary Figure 4B). Treatment of ESRP1-overexpressing Caco-2 cells (grown for 24 h in suspension) with AZD-4547, a FGFR1/2 inhibitor, resulted in significantly reduced FGFR phosphorylation as well as in reduced AKT^Ser473^ phosphorylation at 1 hr post-treatment showing that the FGFR pathway was activated in these cells (Figure 6D). Moreover, the FGFR substrate 2 and adaptor protein, FRS2, also showed enhanced expression as well as phosphorylation in ESRP1-overexpressing Caco-2 cells with respect to Empty controls following growth in suspension for 24 h (supplementary Figure 4B). Knockdown of FGFR2 expression in ESRP1-overexpressing Caco-2 cells reduced the size of the soft agar colonies showing that FGFR2 participated in anchorage-independent tumor growth (supplementary Figure 4C).

Ligands causing FGFR activation are usually produced by stromal cells, but tumor cells can also establish an autocrine loop to aberrantly activate the FGFR pathway. We thus analyzed the expression of FGFR ligands specific for FGFR2IIIb (FGF7 and FGF10) and FGFR2IIIc (FGF2 and FGF18) isoforms. While FGF10 and FGF18 were not expressed by Caco-2 cells, FGF7 mRNA expression was significantly increased in ESRP1-overexpressing cells in suspension compared to Empty controls (Figure 6E). FGF2 (which activates both FGFR1 and FGFR2IIIc) expression was higher in ESRP1-overexpressing Caco-2 cells under basal conditions as well as in suspension cultures (Supplementary Figure 4) compared to Empty controls. Further analysis at protein level showed that secreted FGF7, which binds specifically the ESRP1-promoted FGFR2IIIb isoform, was detectable in the culture supernatant of ESRP1-overexpressing Caco-2 cells following growth in suspension for 48 h (Figure 6F), suggesting an autocrine activation of FGFR2IIIb in these cells. In the ESRP1-overexpressing cells, FGF7 mRNA (half-life: 140 mins) showed enhanced stability compared to other mRNAs analyzed (Supplementary Figure 5) [27]. However, ESRP1did not bind FGF7 mRNA as revealed by RNA-IP experiment, suggesting an indirect control of its stability (Figure 7D and Supplementary Figure 5B). Importantly, treatment of Empty control Caco-2 cells with FGF7 resulted in colony formation in soft agar assay compared to non-treated cells (Figure 6G). FGF7 treatment also significantly enhanced the growth of ESRP1-overexpressing Caco-2 cells in soft agar as evidenced by the increase in number of colonies with respect to non-treated cells. These data show that ESRP1 overexpression caused increased FGFR ligand production and receptor activation when Caco-2 cells were grown in suspension.

**Figure 7:**
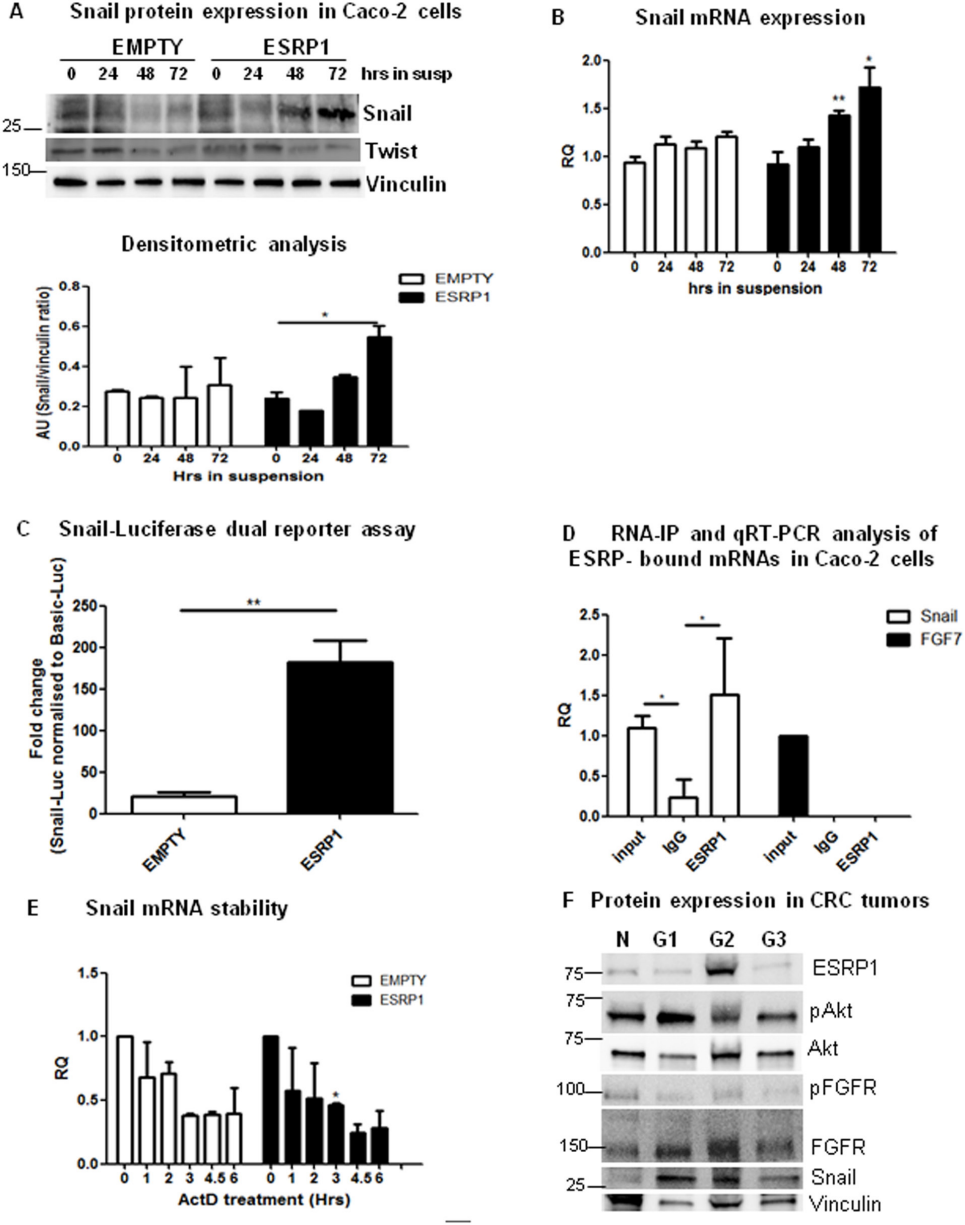
ESRP1 overexpression induces Snail expression and enhances metastasis formation **A**. Western blot, densitometric and **B**. qRT-PCR analyses of Snail expression in ESRP1-overexpressing and control Caco-2 cells grown in suspension for 72 h (3 independent experiments). **C**. Snail-Luciferase dual reporter assay performed in Empty and ESRP1-overexpressing Caco-2 cells grown in serum-free media and in suspension for 72 h. Fold change with respect to basal-LUC is shown (n=4, 2 independent experiments). **D**. RNA-IP performed on ESRP1-overexpressing Caco-2 cells and qRT-PCR analysis of ESRP1-bound transcripts (n=4, 2 independent experiments). **E**. qRT-PCR analysis of Snail mRNA stability following actinomycin D treatment (2 independent experiments). **F**. Western blot analysis of representative CRC tumor samples, classified according to grading (N: Normal, G1: Grade I, G2: Grade II, G3: Grade III).

### ESRP1 overexpression enhances formation of macrometastases from CRC cells

The PI3K/Akt pathway, through the phosphorylation of numerous substrates, is associated with processes underlying EMT and metastasis of cancer cells [28]. In particular, phosphorylation of one of these substrates, GSK3β, by Akt at Ser^9^ inhibits its activity and leads to an enhanced stabilization of the zinc-finger protein, Snail [29]. We thus analyzed the expression of Snail in our system. We found that Snail was expressed in ESRP1-overexpressing Caco-2 cells grown in suspension in serum-free media for 48 h compared to Empty controls (Figure 7A). We also observed a significant increase in Snail mRNA level in ESRP1-overexpressing cells in suspension cultures as from 48 h (Figure 7B). Caco-2 cells transfected with a Snail-luciferase construct and subsequently grown for 72 h in suspension were analysed in a dual reporter assay. The results show that Snail protein activity was significantly enhanced in ESRP1-overexpressing cells compared to Emtpy controls and with respect to adherent cells (Figure 7C and supplementary Figure 8, respectively). Interestingly, RNA-IP analysis revealed that ESRP1 was able to bind Snail mRNA (Figure 7D) without affecting its stability (Figure 7E). These data suggest that ESRP1 could regulate Snail transcription and/or translation, hence potentiating the effect of Akt activation on Snail expression in the ESRP1-overexpressing Caco-2 cells. The expression of Twist, another member of the helix-loop-helix and zinc-finger protein families, did not differ between the two conditions both at protein (Figure 7A) and RNA levels (not shown). Analysis of human CRC samples, classified according to grading, further showed that Snail protein was expressed in tumors versus normal samples (Figure 7F). Importantly, the results show that ESRP1 and Snail may be co-expressed in human CRC, as seen in the G2 sample analysed, hence supporting our data on ESRP1-overexpression in Caco-2 cells.

We further investigated the effect of ESRP1 overexpression on the metastatic process *in vivo*. As ESRP1-overexpressing Caco-2 cells did not form significant metastasis *in vivo* (Supplementary Figure 6), we employed another highly metastatic CRC cell line, COLO320DM, for experimental metastasis. Three weeks after intravenous cell injection, COLO320DM cells formed macrometastases in the liver of NSG mice as revealed by MRI analysis. ESRP1-overexpressing COLO320DM cells resulted in a significantly larger number of macrometastases compared to Empty controls (Figure 8).

**Figure 8:**
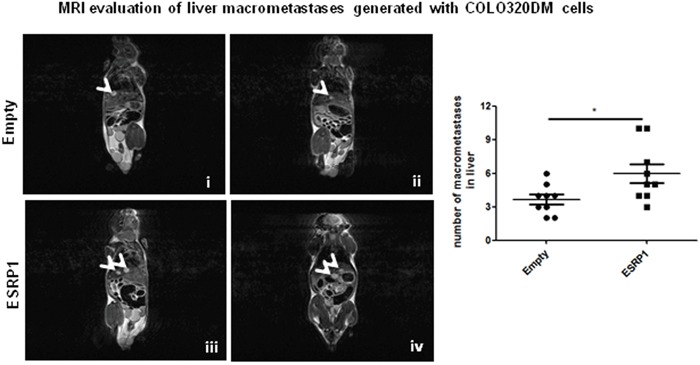
Effect of ESRP1 overexpression on metastatic potential of CRC cells *in vivo* Representative MRI T_2w_ images of NSG mice injected with COLO320DM cells showing liver macrometastases (arrowheads). Bar graphs of liver macrometastases, n=9 for each group.

To gain further mechanistic insights into the molecular changes caused by ESRP1 modulation, we performed gene expression profiling of Caco-2 cells grown as monolayer (ESRP1-overexpression and ESRP1-silencing, Figure 9A and supplementary Figure 7A, respectively). 

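Caco-2 is a human colorectal cancer cell line. RNA of adherent Caco-2 cells in 4 groups was hybridised to Illumina BeadChips with 47322 probes, with 2 arrays per group. The groups were ESRP1-overexpressing cells and their Empty vector controls, and ESRP1-silenced cells and their Scr (scrambled hairpin) controls. The labels of both ESRP1-silenced arrays name the same hairpin, sh4, so effects particular to that hairpin cannot be told apart from loss of ESRP1. ESRP1, which has 1 probe on the array, rose in ESRP1-overexpressing cells to a log2 level of 9.86 ± 0.15 from 8.08 ± 0.25 in Empty cells (SD, n = 2 arrays). This is a log2 fold change of 1.77 (standard error 0.18, adjusted p = 0.0038 from limma). In ESRP1-silenced cells the ESRP1 probe fell to 6.26 ± 0.15, not detected on either array, from 8.18 ± 0.21 in Scr cells (SD, n = 2 arrays). It was at least 3.09-fold lower (adjusted p = 0.047 from limma). That call was lost on leaving out any 1 of the 8 arrays, with adjusted p between 0.071 and 0.32 from limma. The call in ESRP1-overexpressing cells was lost when only the 4 arrays of that comparison were fitted (adjusted p = 0.057 from limma).
The authors deposited mean probe signals without normalization, a detection p for each, and values they had normalized, whose 8 columns share a median of 192.3. The method of that normalization is not given in the sources used here. Median signal was 217.7 and 192.6 on the Scr arrays, 227.3 and 208.7 on the ESRP1-silenced arrays, 167.1 and 173.4 on the Empty arrays, and 184.7 and 178.7 on the ESRP1-overexpressing arrays. Detected probes (detection p under 0.01) numbered 16966 and 16978 in Scr, 17323 and 17535 in ESRP1-silenced, 15282 and 15627 in Empty, and 15153 and 15370 in ESRP1-overexpressing cells. Signals were background-corrected from the detection p, quantile-normalized and put on the log2 scale, and the 18231 probes detected on at least 2 arrays were tested with limma in 1 fit of all 4 groups. Scr and ESRP1-silenced cells were on 1 chip and Empty and ESRP1-overexpressing cells on the other. Each comparison therefore lies within a chip, while Scr and Empty cells differ by chip as well. The paper's methods also name different vectors and selection drugs, puromycin or blasticidin, for silencing and overexpression. Where a probe was not detected on either array of a group, its change is given as at least a number of folds. The mean of the brighter group was then set against, on each array of the dimmer group, the higher of the probe's own value and the lowest value of a detected probe. The small number of arrays limits the precision, and since the sources used here do not state whether the arrays came from separate cultures, the p-values measure only the spread between these arrays, which may be technical. An exact permutation test of 2 arrays against 2 cannot give a p below 0.333.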

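In ESRP1-overexpressing cells, 741 probes were higher and 613 lower than in Empty cells among the 18231 tested, at an adjusted p under 0.05 from limma. Among the largest rises were lysozyme (LYZ), an antibacterial enzyme, with a log2 fold change of 3.99 (standard error 0.19, adjusted p = 0.00027), and the tetraspanin TSPAN8 with 3.98 (standard error 0.12, adjusted p = 5.8e-05). A second LYZ probe gave 0.80 (adjusted p = 0.027). Several genes not detected in Empty cells also rose: MTTP, which loads lipid onto apolipoprotein B, at least 5.07-fold, HSD17B2, a steroid dehydrogenase, at least 11.0-fold, OCIAD2 at least 10.3-fold, SULF2, a heparan sulfate sulfatase, at least 9.17-fold, BTNL8 at least 6.47-fold, PAMR1 at least 6.15-fold, PIWIL1 at least 5.51-fold and KYNU at least 4.52-fold, with adjusted p from 5.8e-05 to 0.00083. In Scr cells, on the other chip, PAMR1 had a log2 level of 9.40, TSPAN8 of 13.42 and LYZ of 11.79, against 5.05, 10.47 and 8.54 in Empty cells.
The largest falls were in C19orf33, with a log2 fold change of -2.96 (standard error 0.22, adjusted p = 0.0012), LRRN4, with -2.59 (standard error 0.15, adjusted p = 0.00055), the tight junction protein CLDN3, with -2.44 (standard error 0.12, adjusted p = 3e-04), the protease inhibitor CST1, with -2.40 (standard error 0.15, adjusted p = 0.00068), and FXYD5, with -2.29 (standard error 0.18, adjusted p = 0.0015). CAMK1D fell at least 2.62-fold, PRPH at least 2.69-fold, GPRIN2 and TNNT1 at least 2.54-fold and ZBTB16 at least 2.17-fold, all below detection in ESRP1-overexpressing cells. Another ZBTB16 probe, also below detection there, did not pass the test (adjusted p = 0.16).
In ESRP1-silenced cells, 6 probes were higher and 18 lower than in Scr cells. UTS2 rose by a log2 fold change of 1.51 (standard error 0.15), ANG, which encodes angiogenin, by 1.30 (standard error 0.14), and SCNN1A, the alpha subunit of the epithelial sodium channel, by 1.29 (standard error 0.13), each with adjusted p = 0.047 from limma. A second ANG probe gave 0.70 (adjusted p = 0.13). The small nucleolar and Cajal body RNAs SNORA79 and SCARNA8 fell, with log2 fold changes of -2.32 and -2.09, as did SNAR-A1 with -2.09. SPTBN1 fell by 1.62 on the log2 scale, PTGS2, which encodes cyclooxygenase-2, fell by 1.40 and the p38 activator MAP2K3 fell by 1.31. SYNPO2L fell at least 2.56-fold, NACAD at least 2.73-fold and SDCBP2 at least 1.11-fold. Other probes of SPTBN1 had log2 fold changes of -0.13 and -0.22 (adjusted p = 0.83 and 0.48), and another probe of MAP2K3 of -0.99 (adjusted p = 0.13). One more MAP2K3 probe, not detected in ESRP1-silenced cells, did not pass the test (adjusted p = 0.48). In Empty cells, on the other chip, UTS2, ANG and SCNN1A had log2 levels of 9.14, 10.94 and 11.18. Scr cells had 7.44, 9.675 and 9.325, and ESRP1-silenced cells 8.95, 10.97 and 10.61. Among the falls, the Empty level lay below that of Scr for SYNPO2L (5.25 against 7.905) and above it for SNORA79 (10.11 against 8.957).
All 24 calls in ESRP1-silenced cells had adjusted p between 0.0475 and 0.0486, and limma made 0 calls on leaving out any 1 of the 8 arrays, while the share of higher probes among the calls was 25%, against 45.7% of 247 calls without background correction. The count of 1354 in ESRP1-overexpressing cells lay between 364 and 875 without any 1 of the Scr, Empty or ESRP1-overexpressing arrays.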

Selected differentially expressed genes (Supplementary Table 3) were validated at mRNA level (Supplementary Figure 7C). Gene Set Enrichment Analysis (GSEA) of these changes revealed that EMT and Myc targets were among the most significantly enriched terms in ESRP1-overexpressing cells (Figure 9A) compared to control cells. On the other hand, we found that the expression of EMT-related genes was reduced in ESRP1-silenced Caco-2 cells with respect to Scr controls (supplementary Figure 7B).

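EMT genes were higher on balance in ESRP1-overexpressing cells. Of 200 genes listed after the Hallmark EMT set, 111 were measured, of which 19 rose, 6 fell and 86 did not pass the test at an adjusted p under 0.05 from limma (32 higher and 12 lower when adjusted over the list alone). The protease inhibitor SERPINE2 rose by a log2 fold change of 1.69 (standard error 0.17, adjusted p = 0.0034), and IGFBP4, which binds insulin-like growth factors, by 1.64 (standard error 0.22, adjusted p = 0.0091). PCOLCE2, an enhancer of procollagen processing, rose at least 2.03-fold (adjusted p = 0.0024). In Scr cells, on the other chip, SERPINE2 stood at 9.34 and IGFBP4 at 9.77 on the log2 scale, against 7.56 and 8.36 in Empty and 9.25 and 10.00 in ESRP1-overexpressing cells. The matrix genes FBLN2 and BGN, picked after their values were seen, fell by 0.97 and 0.89 on the log2 scale (adjusted p = 0.0072 and 0.0067). The median log2 fold change of the list lay 0.17 above that of all genes, or 0.15 with the 13 genes below detection in a group set at their bound (adjusted p = 0.024 from limma's camera over 44 tests, and adjusted p = 0.14 with an estimated correlation).
Among 187 measured genes of 200 listed after the Hallmark MYC targets, 6 rose, 0 fell and 181 did not pass the test (4 higher and 0 lower when adjusted over the list alone). Without adjustment 33 were higher and 3 lower at p under 0.05 from limma. CTPS1, a CTP synthase, rose by 0.85 (standard error 0.11, adjusted p = 0.008), the poly(A)-binding protein PABPC4 by 0.81 (standard error 0.12, adjusted p = 0.013), ABCE1 by 0.66 (standard error 0.11, adjusted p = 0.02) and MYC itself by 0.62 (standard error 0.11, adjusted p = 0.021). A second MYC probe gave 0.29 (adjusted p = 0.24) and a second ABCE1 probe 0.52 (adjusted p = 0.096). The list's median log2 fold change lay 0.085 above that of all genes (camera adjusted p = 0.025, and adjusted p = 0.14 with an estimated correlation).
Without Empty replicate 1 the adjusted p was 0.072 for EMT genes and 0.087 for MYC targets, and without Empty replicate 2 or ESRP1-overexpressing replicate 2 it was 0.067 and 0.063 for MYC targets. The EMT call was also lost without a detection filter (adjusted p = 0.11). The paper states that EMT and Myc targets ranked among the terms most enriched with ESRP1 overexpression.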

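In ESRP1-silenced cells, 0 of the 111 measured EMT genes changed against Scr cells at an adjusted p under 0.05 from limma (1 higher and 3 lower when adjusted over the list alone). At an unadjusted p under 0.05, 13 were higher and 19 lower. Among the largest differences were lower values of TIMP3, an inhibitor of metalloproteinases, with a log2 fold change of -0.94 (standard error 0.19, adjusted p = 0.13), and of the collagen gene COL12A1, with -0.89 (standard error 0.25, adjusted p = 0.23). A second COL12A1 probe, not detected in ESRP1-silenced cells, had adjusted p = 0.36. The cadherin gene CDH11 was at least 1.18-fold lower (adjusted p = 0.16), and PCOLCE2 was also lower (adjusted p = 0.17 from limma). VCAN, which encodes the proteoglycan versican, had a log2 fold change of 0.75 (standard error 0.30, adjusted p = 0.35). Of the 111 genes, 46.8% were higher in ESRP1-silenced cells, against 47.2% of the 10694 other genes. The list's median log2 fold change lay 0.0026 above that of all genes while its mean differed by -0.039, and camera placed the list lower with adjusted p = 0.8. The fry test, which asks whether the genes of a list move on balance one way, gave adjusted p = 0.06. Camera on the difference of the 2 comparisons, overexpression minus silencing, gave the list adjusted p = 0.025 over 22 lists. With an estimated correlation, chosen as an alternative after seeing the data, camera gave adjusted p = 0.12. Opposite moves of a list also give such a difference. It therefore cannot tell a list that did not respond to silencing from one that moved the other way.

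**Figure D1:**
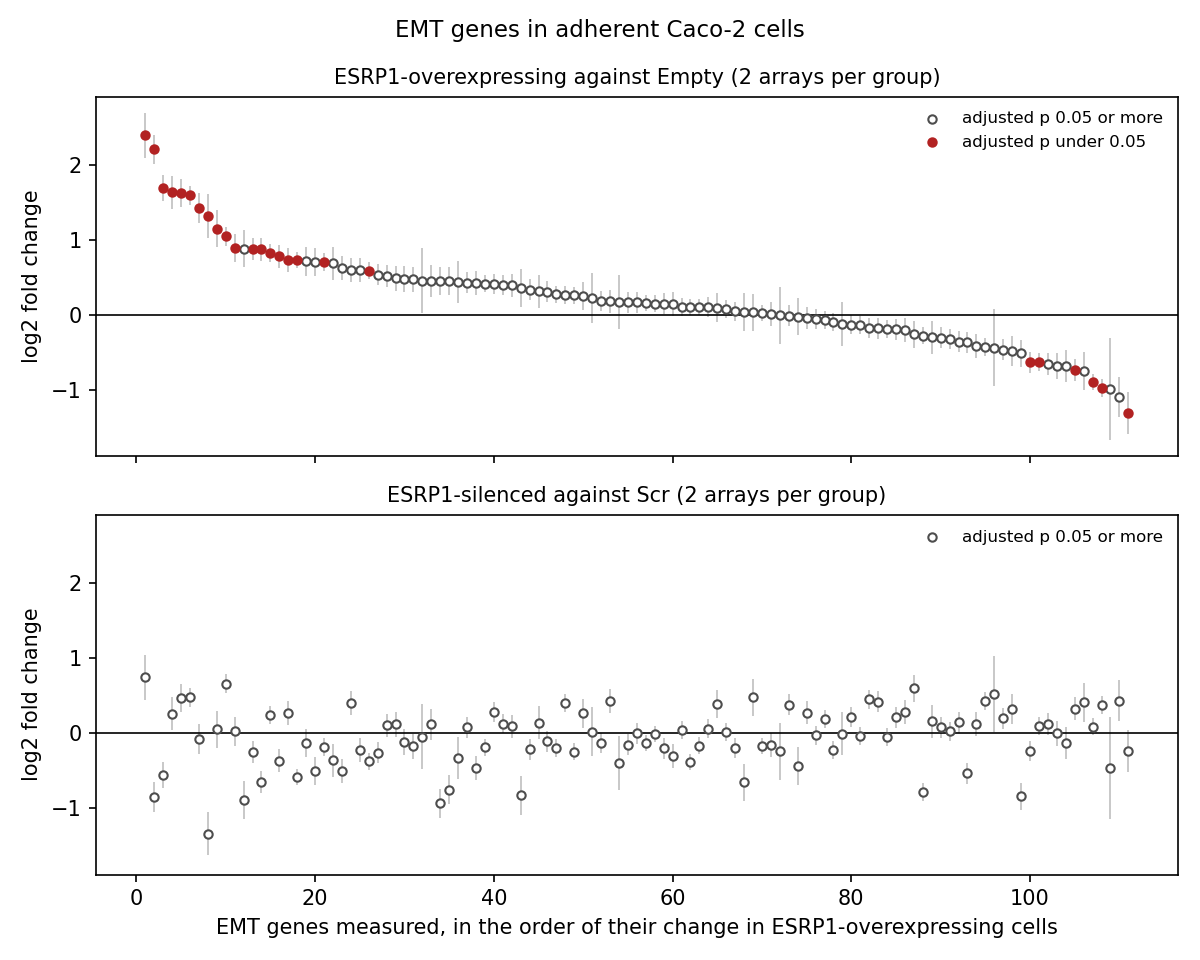
Log2 fold change (vertical axis) of each of the 111 measured EMT genes in ESRP1-overexpressing against Empty cells (top) and in ESRP1-silenced against Scr cells (bottom), with genes in both panels in the order of their change in ESRP1-overexpressing cells (horizontal axis) and bars showing the standard error from limma. Filled points mark the 19 genes that rose and the 6 that fell in the top panel, and the bottom panel has 0 filled points.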

**Figure 9:**
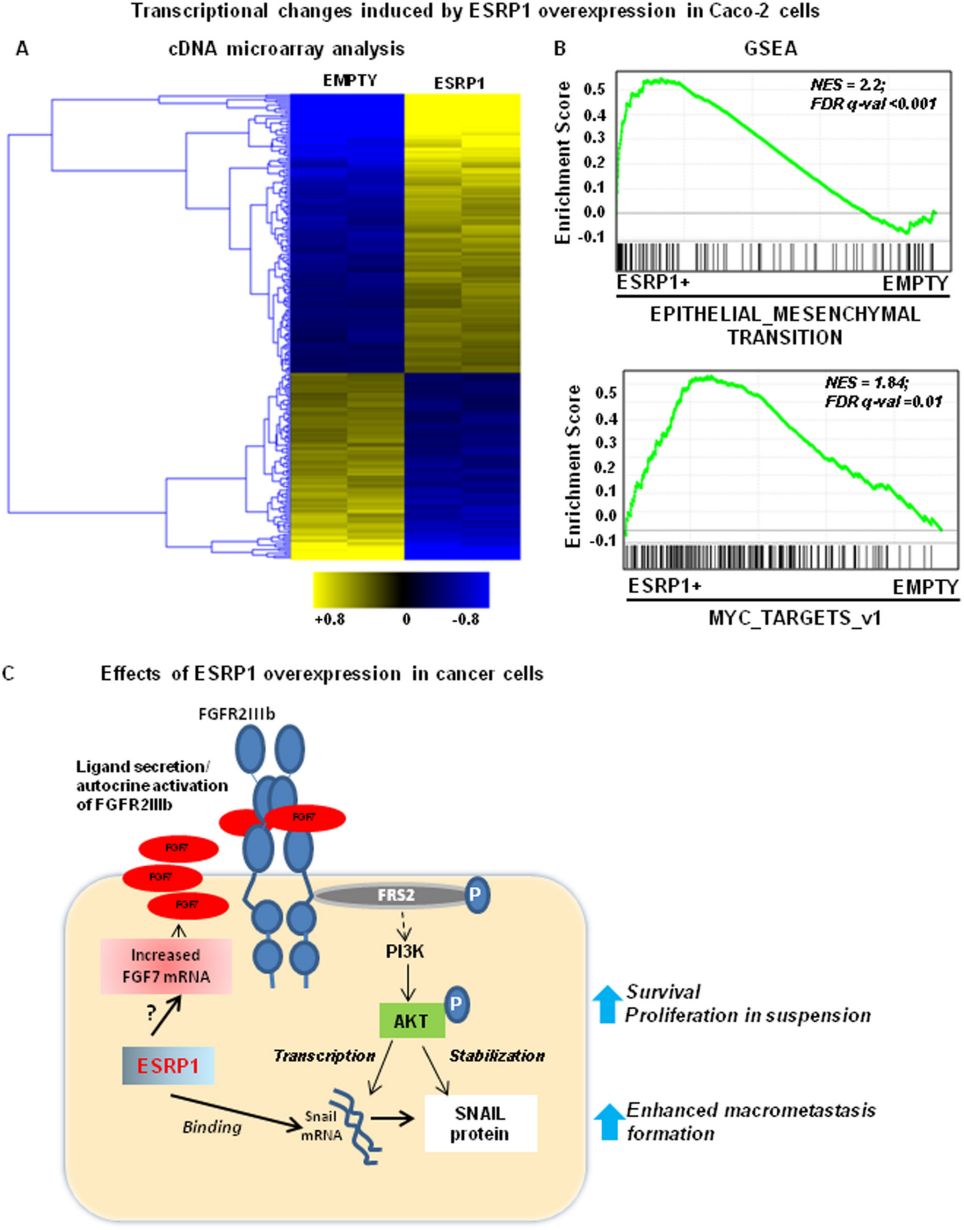
Effects of ESRP1 overexpression on cancer cells **A**. Gene expression profiling of ESRP1-overexpressing and control adherent Caco-2 cells. The heatmap reports the expression (log_2_ ratio against average). **B**. GSEA of the transcription profiles shows enrichment in gene signatures in ESRP1-overexpressing Caco-2 cells *versus* Empty controls. **C**. The cartoon depicts the potential effects of ESRP1 overexpression in CRC cells.

To deeply investigate the modulation of EMT signature genes after ESPR1 overexpression, we extracted expression level of all the transcripts present in EMT gene set from our cDNA microarray data performed on Caco-2 cells under adhesion (basal conditions). 

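Of the 111 EMT genes measured, 71 (64.0%) had a higher mean in ESRP1-overexpressing than in Empty cells, against 49.9% of the 10694 other genes measured. These shares carry no test, since genes are not independent replicates. Supplementary Table 4 names 20 EMT genes, of which 18 were analysed here, and all 18 were higher in ESRP1-overexpressing cells, with log2 fold changes from 0.59 to 2.40. At an adjusted p under 0.05 from limma, 15 of the 18 rose. The study chose these genes on the same arrays, so their direction is not independent evidence. TIMP1, an inhibitor of metalloproteinases, rose by 1.42 (standard error 0.20, adjusted p = 0.012), the laminin chain LAMA1 by 1.05 (standard error 0.13, adjusted p = 0.0068), the proteoglycan FMOD by 0.89 (standard error 0.19, adjusted p = 0.039), the coreceptor TGFBR3 by 0.88 (standard error 0.15, adjusted p = 0.021) and the gap junction protein GJA1 by 0.88 (standard error 0.15, adjusted p = 0.022). Vimentin (VIM), an intermediate filament of mesenchymal cells, rose by 0.83 on its brighter probe (standard error 0.12, adjusted p = 0.012) and by 1.93 on the other (adjusted p = 0.00095). CCN1, a matrix-associated signalling protein, rose by 0.78 (standard error 0.15, adjusted p = 0.031), and CTHRC1 rose at least 1.86-fold (adjusted p = 0.041). TIMP1, LAMA1, FMOD and CCN1 had log2 levels of 8.97, 11.03, 9.68 and 11.01 in Scr cells, on the other chip. Empty cells had 7.67, 9.30, 8.40 and 10.41, and ESRP1-overexpressing cells 9.09, 10.35, 9.29 and 11.19. TGFBR3, GJA1 and VIM (brighter probe) stood at 10.41, 9.82 and 10.02 in Scr cells, near the Empty levels of 10.23, 9.87 and 10.06. COL12A1, ITGA2 and CD59 had log2 fold changes of 0.89, 0.71 and 0.72 that did not pass the test (adjusted p = 0.084, 0.07 and 0.076). A second COL12A1 probe, not detected on any array of either group, had adjusted p = 0.95. In ESRP1-silenced against Scr cells, 10 of the 18 genes were lower, and 0 passed the test from limma (7 lower and 4 higher at an unadjusted p under 0.05).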

According to GSEA results, the majority of these genes (63%) were upregulated in ESRP1-overexpressing Caco-2 cells (Supplementary Table 4). Moreover, 6 of these were also selected in the ESRP1 signature and, in particular, PMP22 and VCAN transcripts were ranked among the top genes induced by ESRP1 overexpression (supplementary Figure 7C).

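Of the genes in both the EMT set and the signature of the study, 4 were analysed here, and all 4 rose in ESRP1-overexpressing cells. VCAN had log2 levels of 10.16 and 10.42 on the ESRP1-overexpressing arrays, against 8.05 and 7.73 on the Empty arrays. Its log2 fold change of 2.40 (standard error 0.30, adjusted p = 0.0078 from limma) ranked 24 among 10805 genes with 1 probe each, and 37 among the 18231 probes. The rank is approximate, since it uses fitted values also for genes with only a bound, such as MTTP. In Scr cells, on the other chip, VCAN stood at 6.64, below both. MMP1, an interstitial collagenase, rose by 1.63 (standard error 0.19, adjusted p = 0.0067), the cadherin CDH6 by 1.60 (standard error 0.13, adjusted p = 0.0018) and the spermidine acetyltransferase SAT1 by 0.59 (standard error 0.11, adjusted p = 0.028). In ESRP1-silenced against Scr cells, MMP1 had a log2 fold change of 0.47 (adjusted p = 0.36), CDH6 of 0.48 (adjusted p = 0.23) and SAT1 of -0.38 (adjusted p = 0.25).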

We also examined Akt pathway in the RNA profile by performing *in silico* functional analysis (see supplementary methods). 

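Genes of PI3K/AKT signalling moved both ways in ESRP1-overexpressing Caco-2 cells. Of 105 genes listed after the Hallmark set of this pathway, 71 were measured, of which 2 rose, 3 fell and 66 did not pass the test at an adjusted p under 0.05 from limma (2 higher and 3 lower when adjusted over the list alone). PRKAR2A, a regulatory subunit of protein kinase A, rose by a log2 fold change of 0.77 (standard error 0.17, adjusted p = 0.041), and MAP2K3 by 0.64 (standard error 0.14, adjusted p = 0.047). A second MAP2K3 probe gave 0.88 (adjusted p = 0.043), and one more, not detected in Empty cells, had adjusted p = 0.099. CAB39L fell by 0.92 on the log2 scale (standard error 0.13, adjusted p = 0.012), the stress-induced transcription factor DDIT3 fell by 0.71 (standard error 0.15, adjusted p = 0.043), and ITPR2, an inositol trisphosphate receptor named after its value was seen, fell by 0.63 (standard error 0.11, adjusted p = 0.021). A second CAB39L probe also fell (adjusted p = 0.02), and one more did not pass the test (adjusted p = 0.44), both below detection in ESRP1-overexpressing cells. AKT1 itself had a log2 fold change of -0.04 on its brighter probe (standard error 0.14, adjusted p = 0.89) and of -0.30 on the other (adjusted p = 0.18), and its substrate GSK3B of -0.11 (standard error 0.16, adjusted p = 0.71). The list's median log2 fold change lay 0.028 above that of all genes and its mean 0.0013 above (camera adjusted p = 0.89, and adjusted p = 0.9 with an estimated correlation). In ESRP1-silenced cells 0 of the 71 genes rose and 1, MAP2K3, fell, and the list had camera adjusted p = 0.89 there too.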

GSEA revealed that Akt pathway gene set was not significantly enriched in ESRP1-overexpressing Caco-2 cells (FDR q-val = 0.87), while IPA upstream analysis showed a weak but significant activation of AKT signaling pathway (p = 1.88E-02) inferred by the positive modulation of Akt target genes in ESRP1-overexpressing Caco-2 cells. Overall, these results based on mRNA profile suggest that Akt pathway is not markedly upregulated in adherent cells after ESRP1 overexpression. This is in line with the results obtained by Western blot in which we were able to highlight AKT phosphorylation only when cells were kept in suspension.

ESRP1-overexpressing cells showed enhanced survival in suspension cultures through Akt activation, Snail expression as well as other EMT-linked alterations, thus promoting CRC cell growth in anchorage-independency *in vitro* and macrometastasis formation *in vivo*.

## DISCUSSION

RBPs are part of the largest group of proteins that orchestrates the passage of RNA through the RNA regulon and may coordinate the expression of diverse genes responsible for cell growth and proliferation. Thus, aberrant expression of RBPs might alter cell physiology and lead to cancer development [9]. As an RBP, ESRP1 is involved in several cellular processes like alternative splicing, regulation of translation and mRNA stability [30,31]. ESRP1 is a documented tumor suppressor but our analysis on CRC cell lines and TCGA expression datasets also revealed cases in which this RBP was overexpressed [32]. In an attempt to clarify the role of ESRP1 in CRC progression, we modulated the level of this protein in four cell lines and found a previously unreported, pro-tumorigenic function of ESRP1 in CRC. Our data provide the first evidence that ESRP1 is required for CRC cell anchorage-independent growth *in vitro* and tumor growth *in vivo*. Regarding the underlying mechanism, we show that, when Caco-2 cells are grown in suspension, ESRP1 indirectly causes an increase in the secretion of FGF7 and FGF2, leading to FGFR activation and sustained Akt phosphorylation. FGFR or PI3K/Akt inhibition reverted the pro-oncogenic phenotype observed in Caco-2 cells upon ESRP1 overexpression.

In ESRP1-overexpressing Caco-2 cells, FGF7 and FGF2 production participated to an autocrine activation of FGFR (FGFR1 and FGFR2), and addition of exogenous FGF7 to Caco-2 cells in anchorage-independent growth assay induced colony formation in Empty controls and increased the number of colonies in ESRP1-overexpressing cells. Binding of RNA targets by ESRP1 usually results in their translational suppression without affecting overall mRNA stability [12,31]. Our native RNA-IP of ESRP1-bound transcripts in Caco-2 cells showed that FGF7 mRNA was not bound by ESRP1. Thus, the increased stability of FGF7 and FGF2 mRNA in these cells was probably enhanced by other stimuli or mechanism warranting further studies, for example through other regulatory RNAs like miRNAs [33]. These ligands, usually secreted by stromal cells surrounding the tumor, can also be produced by advanced cancer cells [34]. Autocrine signalling by many growth factor-receptor combinations is a major stimulus of cell transformation and, several studies have shown that the creation of a FGF7 autocrine loop provides conditions in which subsequent changes can occur culminating in malignancy [35]. Moreover, aberrant FGF signalling and FGFR activation induce proliferation and survival of tumor cells [36,37]. Phosphorylated FGFR can lead to the activation of multiple signal transduction pathways, involving key adaptor proteins, among which FRS2. One of the complexes recruited to phosphorylated FRS2 includes growth factor receptor-bound 2-associated binding protein 1 (GAB1) and PI3K which activates Akt-dependent survival pathway. Our results showed higher expression of FRS2 as well as of phosphorylated FRS2 in ESRP1-overexpressing Caco-2 cells in suspension cultures *versus* Empty controls.

In CRC, Akt activation is associated with increased proliferation and loss of epithelial differentiation [38]. Activated Akt phosphorylates several substrates, like GSK3β, that are involved in essential cell processes like survival and protein translation [24]. Interestingly, Akt, through inhibition of GSK3β, can stabilize Snail protein which, apart from its well-documented role as inducer of EMT, also participates in cell survival, immune regulation and stem cell biology [39]. Akt can act through phosphorylation of GSK3β or IKKα/IKK β/NF-κB pathway to promote Snail stability and transcription, respectively [40,41]. It has been shown by Wang *et al*. that suppression of Akt can result in a distinct reduction of Snail expression at mRNA level, hence supporting our data [42]. In accordance, we detected an increased level of Snail mRNA in ESRP1-overexpressing cells grown in suspension. Moreover, our RNA-IP data show that ESRP1 can bind Snail mRNA, but has no effect on mRNA stability, suggesting that ESRP1 could be regulating the translation of Snail. Of note is the fact that during carcinogenesis, Snail mRNA can be also stabilized by other RBPs like Human antigen R (HuR) [43]. In immortalized human mammary epithelial cells, Reinke *et al*. have shown that Snail can regulate the transcription of ESRP1, thus facilitating EMT and tumor progression [44]. We obtained similar results in adherent cells using Snail-luciferase reporter assay. Our data also show that overexpression of ESRP1 led to detectable Snail protein expression when cells were grown in suspension without serum *versus* Empty controls. The combined effects of Akt and FGFR activation upon ESRP1 overexpression may account for the increased Snail gene expression in the ESRP1-overexpressing Caco-2 cells, and may be responsible for the inactivation of the inhibitory loop between ESRP1 and Snail. Furthermore, our data show ESRP1 can co-express with Snail in some human CRC samples. Snail expression has been found upregulated in 60–70% of CRC, and is associated not only with poor prognosis, but also with shortened relapse-free survival [45]. We further analysed whether pAKT, pFGFR and Snail were involved in the phenotype observed in ESRP1-silenced HCA24 cells grown in suspension but found that there were no differences between ESRP1-silenced cells compared to Scr control (not shown). This indicates that different mechanisms were responsible for the behaviour of ESRP1-silenced and-overexpressing cells in anchorage-independency.

We also observed a significantly higher number of macrometastases in the liver of NSG mice with ESRP1-overexpressing COLO320DM cells compared to Empty controls. This may be due to the ability of ESRP1 to promote tumor growth *in vivo*. ESRP1-induced changes, such as Snail expression, did not affect liver colonisation of CRC cells as reflected by similar number of micrometastases generated by ESRP1-overexpressing and Empty control COLO320DM cells, hence supporting the data showing that Snail is dispensable for metastasis, as occurs in pancreatic cancer [46]. How ESRP1 can promote metastatic cell growth *in vivo* warrants further investigation.

The work of Leontieva *et al*. showed that ectopic expression of ESRP1 (RBM35A) in ESRP1-null LS180 colon carcinoma cells inhibited anchorage-independent growth *in vitro* and suppressed tumorigenic potential *in vivo* [12]. This apparent contrast could be due to the fact that the authors used a Tet-off regulated system to obtain physiological level of ESRP1 in LS180 cells compared to our constitutive overexpression of ESRP1. During the revision of our work, a paper was published in which the expression of ESRP1 and ESRP2 as well as ESRPs-mediated alternative splicing patterns in CRC were analysed [47]. The authors showed that CRC cells with reduced expression of ESRPs showed splicing patterns associated with EMT. Especially, reduced ESRP1 expression switches FGFR2 expression to more mesenchymal splice variants with a strong potential of disease progression, and showed a correlation between ESRPs expression and a favorable outcome in CRC. These are not surprising considering the evidences showing that a number of genes, often coding for multifunctional proteins like ESRP1, show oncogenic activities both when over- or under-expressed, highlighting a need for fine tuning of their expression levels in normal cells [48].

In conclusion, our data show, for the first time, that aberrantly high ESRP1 expression can drive tumor progression in CRC. RBP activity, in contrast with transcription factors, is restricted to the repertoire of transcripts expressed in a given cell type [10]. Thus, RBPs may serve as a hub of signal integration by acting on mRNAs available for binding in a given cell type hence performing cell-type-specific function. The autocrine activation of FGFR2, enhanced Akt activation, increased Snail expression in CRC cells constitutively overexpressing ESRP1, as depicted in Figure 9C, may instigate cell protection mechanisms causing cell survival in suspension cultures. Maintaining a finely tuned expression of ESRP1 is important in epithelial cells as elevated ESRP1 levels may post-transcriptionally alter expression of genes involved in pathways that synergize to drive cancer, as happens in a subset of CRC.

## MATERIALS AND METHODS

### CRC cell lines

The CRC cell lines used in this study were tested and authenticated, and characterized by genetic and transcriptional profiling as we previously reported in 2015 [23]. Culture media used are described in supplementary methods. Cells were treated with 10^-9^ M FGF7 (Peprotech) [49], 5μM of the FGFR inhibitor, AZD4547 (Selleck Chemicals) or 1μM of the PI3K inhibitor, ZST K474 (kind gift from E. Ciraolo).

### Stable ESRP1 knockdown and overexpression in CRC cell lines

Five shRNA (TRCN0000240872- TRCN0000240875 and TRCN0000240878, Openbiosystems) were analyzed for efficient knockdown of Esrp1 in HCA24 cells using Lipofectamine 2000 (Invitrogen) and according to manufacturer’s instructions. Lentivirus was produced in 293FT cells as previously described [31]. For overexpression of ESRP1 and lentivirus production, human ESRP1 ORF (HORFEOME v8.1, OpenBiosystems) was cloned into pLX304 by gateway recombination. After infection, cells were selected using puromycin (pLKO.1) or blasticidin (pLX304) prior to performing experiments.

### Luciferase reporter gene assays

Basic-LUC or Snail-LUC (Snail_pGL2 was from Paul Wade (Addgene plasmid # 31694)) and Renilla plasmids were transfected into Caco-2 cells using Lipofectamine 2000 (Invitrogen) according to the manufacturer's guidelines [50]. After transfection, cells were grown in suspension in serum-free media for 72h. Luciferase reporter gene assays were conducted using the Luciferase Assay System (Promega) and its corresponding protocol.

### RNA extraction, PCR and real-time PCR

RNA was extracted using the PureLink RNA kit (Ambion) and cDNA prepared using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Target gene expression was analyzed by Real-time PCR (qRT-PCR) (supplementary Table 1) and normalized to endogenous 18s expression as previously described [31]. Primers used for PCR are listed in supplementary Table 1.

### RNA stability assay

Actinomycin D (Sigma) treatment (10μg/ml) was performed for the indicated time points as previously reported [31] and RNA was extracted and analyzed by qRT-PCR as described above.

### Human colorectal cancer tumor samples and immunohistochemistry

For immunohistochemical evaluation of ESRP1, five TMA with 1mm cores from colon cancer (80 cases), prepared as previously described, were obtained from the Dept. of Surgical Pathology, University of Turin [21]. After antigen retrieval, sections were stained with anti-ESRP1 antibody (Sigma) and revealed with biotinylated anti-rabbit antibody and the ABC complex (DAKO) followed by exposure to 3, 3′*-Diaminobenzidine* (DAB, Roche).

### Colorectal cancer expression datasets

Gene expression data from the 151 CRC cell lines were extracted from the Gene Expression Omnibus (GEO, accession: GSE59857), normalized and preprocessed (expression filtering, removal of redundant probes, log_2_ transformation) as previously described [23]. ESRP1 expression was analyzed in CRC TCGA samples, using our previously assembled 450-sample TCGA mRNA dataset, as described elsewhere [32].

### Gene expression profiling by cDNA microarray analysis

For gene expression profiling, RNA was extracted using miRNeasy Mini Kit (Qiagen), according to the manufacturer’s protocol. RNA quantification, quality assessment, cRNA synthesis, hybridization and data processing as well as GSEA analysis are described in supplementary methods. 

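The methods' t-test and fold filter, run on the normalized log2 values of the 18231 probes, passed 452 probes in ESRP1-overexpressing against Empty cells, 266 higher and 186 lower. In ESRP1-silenced against Scr cells it passed 125 probes, 54 higher and 71 lower. After Benjamini-Hochberg adjustment of the same t-test, 0 probes passed in either comparison, while 4729 and 2467 probes had an unadjusted p under 0.05 from limma. On the authors' normalized values, an alternative chosen after seeing the data, the filter passed 332 probes (204 higher and 128 lower) and 65 probes (22 higher and 43 lower). SCNN1A and the type II collagen gene COL2A1 went opposite ways in the 2 comparisons. In ESRP1-overexpressing cells SCNN1A fell by 1.17 on the log2 scale (adjusted p = 0.0052 from limma) and COL2A1 fell by 1.46 (adjusted p = 0.0015), and in ESRP1-silenced cells COL2A1 rose by 1.03 (adjusted p = 0.047). GCNT3, an enzyme of mucin glycan synthesis, rose by 1.14 in ESRP1-overexpressing cells (adjusted p = 0.0025) and had a log2 fold change of -0.71 in ESRP1-silenced cells (adjusted p = 0.082).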

ESRP1-overexpressed and ESRP1-silenced Caco-2 cells were compared to Empty and Scr controls, respectively, by applying a double filter based on t-test (P <0.01) and > 1.5 fold-change (absolute log2 ratio).

### Proliferation assay

Cells (2×10^3^/well) were cultured in 96-well plates in monolayer or suspension (ultra-low attachment, Corning) for the indicated time points and performed as previously described [31].

### Soft agar assay

The soft agar assay was performed as described elsewhere [51]. Briefly, 2×10^5^ Caco-2 cells and 1×10^4^ HCA24, COLO320DM, COGA8, HDC142 cells o 2.4×10^4^ Snu-C1 cells were plated in the upper layer and stained 2 months or 3-4 weeks later, respectively, with p-nitroblue tetrazolium (NBT, Sigma) for colony visualization and counting.

### Western blotting

Protein was extracted from cells or from OCT-embedded normal colon sections as described in supplementary methods and separated by 4-15% SDS-PAGE (Biorad). Antibodies used are described in supplementary Table 2. Densitometric analysis was performed using the volume analysis tool of ImageLab software (Biorad Laboratories Inc).

### ELISA

Caco-2 cells (1×10^6^) were grown in 3ml serum-free media in 6cm ultra-low attachment and human FGF7 was measured using the Human FGF-7 ELISA Kit (Sigma) according to the manufacturer’s instructions.

### RNA-Immunoprecipitation (RNA-IP)

Cell protein extracts were prepared and used for immunoprecipitation with anti-ESRP1 antibody or rabbit IgG and for RNA extraction as we previously described [31].

### Rescue experiments

For rescue experiments, site directed mutagenesis was perfomed on human ESRP1 cDNA in pLX304 using QuikChange Lightning Site-directed mutagenesis kit (agilent technologies) as per manufacturer's protocol. Primers used are described in Supplementary Table 1. Reverse transfection with lipofectamine 2000 was used for delivery plasmid DNA into cells (Invitrogen).

### Primary tumor generation, experimental metastasis and ethics statement

All animal procedures were in accordance with Italian legislation on animal experimentation, and were approved by the Animal Care Committee of the Candiolo Cancer Institute and by the Italian Ministry of Health. For primary tumor generation, Caco-2 cells (2.5 × 10^6^) were subcutaneously injected in NOD-SCID-IL2Rg-null (NSG) mice. When tumors reached ∼1cm in diameter in control or ESRP1-modulated condition, mice were sacrificed by carbon dioxide inhalation followed by cervical dislocation. For experimental metastasis, Caco-2 (2.5 × 10^6^) or COLO320DM (1 × 10^5^) cells were intravenously injected in NSG mice and macrometastases were followed weekly by magnetic resonance imaging (MRI) with an Aspect M2 System (Aspect Magnet Technologies Ltd., Netanya, Israel) working at 1 Tesla by using a dedicated bed for immunocompromised mice to maintain sterile conditions. T2-weighted (T_2w_) anatomical images were acquired with a fast spin echo sequence (TR 3300 s; TE effective 44 ms; number of slices 25; slice thickness 1.0 mm; FOV 100 mm; acquisition matrix 256 × 256; two averages) as previously described [52].

### Statistical analyses

Data are expressed as mean ± standard error of mean (s.e.m) or standard deviation (s.d). Statistical differences were determined by a 2-tailed Student’s *t* -test (* *P* <0.05, ** *P* <0.01, *** *P* <0.001). Error bars in all figures denote s.e.m.

## SUPPLEMENTARY DATA

# Supplementary material for: The RNA-binding protein ESRP1 promotes human colorectal cancer progression
**Source:** Oncotarget. 2016 Dec 28;8(6):10007–24. doi: 10.18632/oncotarget.14318
**Supplement:** Supplementary file 3

Table 4: EMT signature genes significantly upregulated following ESRP1 overexpression in Caco-2 cells

| **DEFINITION** | **Probe ID** | **CACO2 EMPTY (L2S)** | **CACO2 ESRP1+ (L2S)** | **CACO2 ESRP1+/Empty L2R** | **Selected in**  **ESRP1+**  **signature** |
| --- | --- | --- | --- | --- | --- |
| Homo sapiens peripheral myelin protein 22 (PMP22), transcript variant 2, mRNA. | 7560138 | 9,5944 | 11,57769 | 1,983285 | 1 |
| Homo sapiens versican (VCAN), mRNA. | 5910113 | 8,59485 | 10,46363 | 1,86879 | 1 |
| Homo sapiens matrix metallopeptidase 1 (interstitial collagenase) (MMP1), mRNA. | 3360224 | 9,81684 | 11,26082 | 1,44398 | 1 |
| Homo sapiens insulin-like growth factor binding protein 4 (IGFBP4), mRNA. | 7510414 | 8,91746 | 10,21066 | 1,293196 | 0 |
| Homo sapiens serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 2 (SERPINE2), mRNA. | 5080192 | 8,39756 | 9,581069 | 1,183513 | 0 |
| Homo sapiens procollagen C-endopeptidase enhancer 2 (PCOLCE2), mRNA. | 4810445 | 7,59195 | 8,678363 | 1,086415 | 0 |
| Homo sapiens cadherin 6, type 2, K-cadherin (fetal kidney) (CDH6), mRNA. | 3800241 | 8,29885 | 9,364695 | 1,065847 | 1 |
| Homo sapiens TIMP metallopeptidase inhibitor 1 (TIMP1), mRNA. | 7650433 | 8,4615 | 9,450716 | 0,989215 | 0 |
| Homo sapiens laminin, alpha 3 (LAMA3), transcript variant 1, mRNA. | 6480592 | 8,3083 | 9,293138 | 0,984834 | 1 |
| Homo sapiens laminin, alpha 1 (LAMA1), mRNA. | 2190113 | 9,61432 | 10,51465 | 0,900336 | 0 |
| Homo sapiens transforming growth factor, beta receptor III (TGFBR3), mRNA. | 3190379 | 10,4114 | 11,21413 | 0,802737 | 0 |
| Homo sapiens gap junction protein, alpha 1, 43kDa (GJA1), mRNA. | 6940017 | 10,0993 | 10,87068 | 0,771399 | 0 |
| Homo sapiens vimentin (VIM), mRNA. | 830593 | 10,2661 | 11,01248 | 0,746367 | 0 |
| Homo sapiens cysteine-rich, angiogenic inducer, 61 (CYR61), mRNA. | 3930605 | 10,5699 | 11,2872 | 0,717353 | 0 |
| Homo sapiens collagen, type XII, alpha 1 (COL12A1), transcript variant short, mRNA. | 3060095 | 9,27462 | 9,989419 | 0,714801 | 0 |
| Homo sapiens fibromodulin (FMOD), mRNA. | 1710484 | 8,93241 | 9,613962 | 0,681553 | 0 |
| Homo sapiens collagen triple helix repeat containing 1 (CTHRC1), mRNA. | 4860546 | 7,97459 | 8,602972 | 0,628379 | 0 |
| Homo sapiens integrin, alpha 2 (CD49B, alpha 2 subunit of VLA-2 receptor) (ITGA2), mRNA. | 3890541 | 9,9208 | 10,53356 | 0,61276 | 0 |
| Homo sapiens CD59 molecule, complement regulatory protein (CD59), transcript variant 2, mRNA. | 4760593 | 9,38153 | 9,978164 | 0,596632 | 0 |
| Homo sapiens spermidine/spermine N1-acetyltransferase 1 (SAT1), mRNA. | 5490431 | 13,1986 | 13,78449 | 0,585878 | 1 |

How the deposited data were processed for this re-analysis (not part of the article)

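Gene expression was measured with Illumina BeadChips in adherent Caco-2 cells of 4 groups (Scr, ESRP1-silenced, Empty and ESRP1-overexpressing), with 2 arrays per group and 4 arrays on each of 2 chips. The labels describe lentiviral silencing and overexpression and a biotin-labelled cRNA made from total RNA. The authors deposited the intensity of each probe as a mean signal that was neither normalized nor background-subtracted, with a lowest value of 73.8. The authors also deposited a detection p-value per probe and array, which sets the signal against the negative control probes of that array. In 88 cells this p-value was written with a comma and was read as 1. A separate table of deposited values holds intensities that the authors had normalized between arrays on the linear scale, with the same median in all 8 columns, a rank correlation of 1 with the signals of each array and a lowest value of 104.4. The software and the normalization method are not given in the sources used here.

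From the signals, neqc of limma version 3.58.1 (R version 4.3.3) estimated the background of each array from the detection p-values, added an offset of 16, quantile-normalized the 8 arrays together and gave log2 values. Probes with a detection p under 0.01 on at least 2 of the 8 arrays were kept, 18231 of 47322. Gene symbols came from the platform annotation, which gave 1 symbol for 30113 probes, several for 8 and none for 17201. Of the tested probes 3901 had no symbol, and the others named 10805 genes. Symbols were updated through a gene table where it allowed. Genes without a named probe are not analysed here, and some genes of the paper are not reported here. No per-array column was left unused.

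All 8 arrays entered 1 limma fit with 4 groups, with 4 residual and 2.8 prior degrees of freedom. The 2 comparisons were ESRP1-overexpressing against Empty and ESRP1-silenced against Scr, and the difference between them was a further contrast. P-values were two-sided and adjusted by Benjamini-Hochberg over the probes tested, with calls at an adjusted p under 0.05. Gene lists used 1 probe per gene, the one with the highest mean, and limma's camera with a preset correlation of 0.01, adjusted over 22 lists and 2 comparisons (44 tests). The list value is the median log2 fold change of its measured genes minus that of all genes. None of the camera calls over these 44 tests remained with an estimated correlation, nor did those on the difference of the 2 comparisons, where this alternative was chosen after seeing the data. The lists were written from general knowledge before the data were examined: EMT, MYC targets and PI3K/AKT after the Hallmark sets, ERK feedback, immediate early genes, enterocyte, liver secretory, epithelial junction, EMT transcription factors, FGF axis, ESRP splicing targets, interferon, Wnt targets, goblet and mucin, hypoxia and glycolysis, cholesterol synthesis, G2M, unfolded protein response, ribosomal proteins, fibroblast, endothelial and leukocyte.

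The rule for the genes named was also fixed then, when the values of Supplementary Tables 3 and 4 had been seen. It takes, in each comparison, up to 10 rises and 10 falls with the largest change among called and named probes whose arrays do not overlap between the groups, the genes the paper names, the genes that Supplementary Table 3 lists in both comparisons, and up to 4 genes per list with the largest change among those called, or among all measured where none was called. The tests were checked on simulated data in which 200 of 18231 probes were changed, 50 at each of 4 sizes. For ESRP1-overexpressing against Empty cells, 2 of 50 were recovered at a log2 change of 0.585, 29 at 1, 45 at 2 and 49 at 3, with 3 false calls. For ESRP1-silenced against Scr cells, 0, 21, 45 and 46 of 50 were recovered at these sizes, with 7 false calls. In a simulation on 10805 genes for ESRP1-overexpressing against Empty cells, both of 2 lists of 50 genes, shifted by 0.3 upward and downward on the log2 scale, were called and 0 of the other lists. The simulated genes varied independently, and the shift exceeded the 0.17 of the EMT list and the 0.085 of MYC targets. This simulation therefore cannot show how often lists are falsely called where genes vary together.

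Arrays of a group correlated at 0.984 to 0.991, arrays of different groups on a chip at 0.971 to 0.988 and arrays on different chips at 0.953 to 0.967. The alternatives were quantile normalization without background correction, the authors' values, each chip normalized separately, no detection filter, detection on all 8 arrays, a fit of only 4 arrays, the replicate number as a block, leaving out each array, a trended and robust variance prior, the methods' t-test with its fold filter, other list tests (camera with an estimated correlation, fry, and fgsea version 1.28.0) and other ways to combine the probes of a gene. Quality of the RNA and of the hybridisation beyond these values was not analysed here.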

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

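The tests of the position of Scr and ESRP1-silenced cells and of detection on the Empty arrays were chosen after the results were seen. The lists given here hold genes that the paper does not discuss, and passed the threshold of camera.

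Genes induced as feedback on ERK signalling were higher in ESRP1-overexpressing than in Empty cells. Of 16 measured, 5 rose and 0 fell at an adjusted p under 0.05 from limma (5 and 0 when adjusted over the list alone), among them the phosphatase DUSP6 with a log2 fold change of 1.22 (adjusted p = 0.0032), the transcription factor ETV5 with 1.14 (adjusted p = 0.0051), the receptor tyrosine kinase inhibitor SPRY1 with 0.97 (adjusted p = 0.0065) and PHLDA1 with 0.81 (adjusted p = 0.016). A second PHLDA1 probe gave 0.47 (adjusted p = 0.25), and a second ETV5 probe, not detected in Empty cells, had adjusted p = 0.055. The list's median lay 0.36 above that of all genes (camera adjusted p = 0.0016, and adjusted p = 0.14 with an estimated correlation).

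Interferon-induced genes were lower on balance in ESRP1-overexpressing cells, with a median of -0.39 against all genes (camera adjusted p = 0.038, and adjusted p = 0.25 with an estimated correlation). Of 21 measured, 3 rose and 4 fell (3 and 10 when adjusted over the list alone). BST2, which tethers virions, fell by 1.43 on the log2 scale (adjusted p = 0.0034) and LGALS3BP fell at least 2.43-fold (adjusted p = 0.0093), while the antiviral GTPase MX1 rose at least 3.91-fold (adjusted p = 0.00055) and the immunoproteasome subunit PSMB8 at least 1.34-fold (adjusted p = 0.014). A second PSMB8 probe, also not detected in Empty cells, did not pass the test (adjusted p = 0.14). In Scr cells, on the other chip, BST2 stood at 11.27, LGALS3BP at 7.02, MX1 at 9.24 and PSMB8 at 6.42 on the log2 scale. Empty cells had 12.38, 8.33, 6.175 and 6.10, and ESRP1-overexpressing cells 10.95, 6.93, 8.97 and 7.42. Scr cells stood nearer to ESRP1-overexpressing cells for BST2, LGALS3BP and MX1, and nearer to Empty cells for PSMB8. The call was lost without Empty replicate 1, Empty replicate 2 or ESRP1-overexpressing replicate 2 (adjusted p = 0.095, 0.056 and 0.082), and in fgsea (adjusted p = 0.28 on the moderated t).

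In ESRP1-silenced cells, immediate early genes had a median of -0.25 against all genes (camera adjusted p = 0.024, and adjusted p = 0.24 with an estimated correlation). Of 16 measured, 0 rose and 1, PTGS2, fell (0 and 5 when adjusted over the list alone). Enterocyte genes had a median of -0.31 there, or -0.20 with the 3 genes below detection in a group at their bound (camera adjusted p = 0.044, and adjusted p = 0.29 with an estimated correlation). Of these 23 genes 0 rose and 0 fell by limma (0 and 1 when adjusted over the list alone, and 0 higher and 6 lower at an unadjusted p under 0.05), and MTTP had a log2 fold change of -0.81 (adjusted p = 0.1). The immediate early call was lost without Scr replicate 1, ESRP1-silenced replicate 2 or Empty replicate 1 (adjusted p = 0.076, 0.13 and 0.056), and the enterocyte call without Scr replicate 1, Scr replicate 2, ESRP1-silenced replicate 1, Empty replicate 1, Empty replicate 2 or ESRP1-overexpressing replicate 1 (adjusted p = 0.18, 0.079, 0.33, 0.06, 0.064 and 0.059) or with detection on all 8 arrays (adjusted p = 0.29). In fgsea the immediate early call was lost on the log2 fold change (adjusted p = 0.066) and the enterocyte call on the moderated t (adjusted p = 0.083).

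As a list, liver secretory genes, which Caco-2 cells also express, were higher in both comparisons, though single genes differed between them. In ESRP1-overexpressing cells 13 of 27 rose and 4 fell (17 and 5 when adjusted over the list alone), with a median of 0.70 against all genes. The asialoglycoprotein receptor chains ASGR1 and ASGR2 had log2 fold changes of 2.07 and 1.65 (adjusted p = 0.00075 and 0.00068) and alpha-fetoprotein (AFP) of 1.87 (adjusted p = 0.0012), while ORM1 fell at least 2.47-fold. Another ASGR2 probe gave 1.82 (adjusted p = 0.00055), and one more, not detected on any array of either group, had adjusted p = 0.085. In ESRP1-silenced cells 0 rose and 0 fell by limma (7 and 1 when adjusted over the list alone, and 13 higher and 1 lower at an unadjusted p under 0.05), with a median of 0.30 and the largest log2 fold change, 1.24, in ITIH2 (adjusted p = 0.13). Both comparisons had camera adjusted p = 0.0016, and adjusted p = 0.14 with an estimated correlation. ASGR1 and ASGR2 also had higher means in ESRP1-silenced than in Scr cells. AFP had log2 levels of 12.18 in ESRP1-silenced and 12.42 in Scr cells, and ORM1 of 8.37 and 7.82. ITIH2 stood at 7.91 in ESRP1-overexpressing and 7.76 in Empty cells. A general upward shift of bright probes is argued against by the list lying at percentile 100 in both comparisons among 10000 random lists matched on mean level, of which 0 reached its median. A product of the background correction or of normalizing the chips together is argued against by a highest camera adjusted p of 0.0021. This was over 3 other normalizations and both comparisons. An effect of quantile normalization stays open, since those run here kept it and the method behind the authors' values is not given. A difference between the lines unrelated to ESRP1 stays open, since each group may be 1 cell line, and no biological explanation was tested.

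Silencing changed fewer probes than overexpression, 24 against 1354. The median residual SD on the silencing chip was 1.11 times that of the other chip. This ratio cannot decide whether a wider spread lowered the count, since the fit gives both comparisons the same standard error per probe. The log2 fold changes themselves had an SD over the tested probes of 0.4709 in overexpression and 0.3049 in silencing. The changes themselves differed between the comparisons for 584 probes in limma's contrast of the 2 differences, a count of 82 with the replicate block and of 104 to 340 without any 1 array. That contrast is overexpression minus silencing, so opposite moves, like those of ESRP1 (1.77 and -1.91), also give a difference. The count therefore cannot show which comparison changed more. How far each line was from its control in other respects stays open and was not tested.

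At the probes that rose in ESRP1-overexpressing cells, Scr cells also stood above Empty cells. With the probes called without 1 Empty array and Scr set against that array alone, Scr had a median position of 0.48 for either array over the probes that rose, on a scale from 0 (Empty) to 1 (ESRP1-overexpressing), and of 0.14 and 0.17 over those that fell. A chip difference that moves Empty and ESRP1-overexpressing arrays alike is argued against by the position of Scr at the array left out. Scr lay above that array at 80.96% and 81.93% of the probes that rose, against 51.08% and 51.86% of those not called. Scr lay below it at 63.31% and 65.26% of those that fell, against 48.92% and 48.14%. The array left out belongs to the same group as the one kept. These shares therefore cannot argue against line differences, or chip effects particular to the Empty arrays. A level set by ESRP1 alone is argued against by ESRP1-silenced cells, which had less ESRP1 than Empty cells (6.26 against 8.08). They lay above the array left out at 82.28% and 78.96% of the probes that rose, against 51.04% and 51.6% of those not called, and below it at 61.36% and 62.81% of those that fell, against 48.96% and 48.4%. An effect of ESRP1 beside differences between the lines stays open, since the probes were selected in the same way. Fewer detected probes on the Empty arrays are argued against by a number 1.3% above that of the ESRP1-overexpressing arrays on the same chip, while their quality in other respects was not tested. A candidate explanation that stays open is that the Empty line had itself moved away from the others, so that part of the overexpression comparison may be a change in its control.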

How the results depend on the processing

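The alternatives for the methods' filter as a result of its own were chosen after seeing the data. Calls of probes depended on the processing. In ESRP1-overexpressing against Empty cells the count of 1354 became 2208 without background correction, 2140 on the authors' values, 508 without a detection filter, 142 with only the 4 arrays of the comparison, 2557 with a trended and robust prior, 452 with the methods' t-test and fold change, and 0 with that t-test after Benjamini-Hochberg adjustment. In ESRP1-silenced against Scr cells the count of 24 became 247, 219, 0, 0, 549, 125 and 0 under these, 46 with each chip normalized separately and 237 with detection on all 8 arrays. The share of higher calls there moved from 25% to 45.7%, 45.7%, 46.1%, 43.2%, 32.6% and 43.9% where calls were made. The 584 probes whose change differed between the comparisons became 1249, 1182, 166 and 1640 in the first 3 and the trended settings, and 1039 with detection on all 8 arrays. Other tests and priors estimate the spread differently, but the cause was not tested.

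Same-numbered arrays did not deviate together (correlation 0.058 on the chip of Scr and 0.02 on the chip of Empty). The labels of Empty and ESRP1-overexpressing arrays also share a letter, A or B, and the sources used here do not state what it marks. With the replicate block the counts were 541, 0 and 82, and the ESRP1 fall of -1.91 had adjusted p = 0.25.

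Leaving out 1 array leaves an arm with 1 array, assumed to vary like the other groups. The counts then ranged from 364 (without ESRP1-overexpressing replicate 1) to 1099 (without ESRP1-silenced replicate 2) in overexpression, with 430 without ESRP1-overexpressing replicate 2, 680 and 755 without Empty replicate 2 and 1, and 862 and 875 without Scr replicate 2 and 1. They were 0 throughout in silencing, and 104 (without Scr replicate 2) to 340 (without Empty replicate 2) for the difference. The ESRP1 change ranged from 1.60 to 1.95 in overexpression and from -2.02 to -1.75 in silencing, called in the former and not in the latter. List shifts ranged from 0.166 to 0.209 for EMT, 0.0733 to 0.0984 for MYC targets (0.0771 without Empty replicate 1) and 0.00449 to 0.0311 for PI3K/AKT in overexpression, and from -0.034 to 0.0252 for EMT in silencing. The share of EMT genes higher ranged from 60.4% to 65.5% and from 45.4% to 51.4%, and the correlation across genes of the 2 comparisons (r = -0.013) from -0.0279 to 0.00324.

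The ESRP1 change of -1.91 in silencing lost its call without a detection filter (adjusted p = 0.14) and with only 4 arrays (adjusted p = 0.1), and the 1.77 in overexpression with only 4 arrays. Without a detection filter the EMT shift was 0.103 and the share of EMT genes higher 58.9%. With an estimated correlation the EMT and MYC target lists had adjusted p = 0.139 each. The PI3K/AKT list, never called, turned to a score of -0.857 and -0.678 in fgsea on the moderated t and on the log2 fold change, and camera placed it lower without Empty replicate 2 (shift 0.00449). The methods' filter in silencing passed 65 probes on the authors' values and 62 without background correction. The cause of these changes was not tested.

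Of 96 other gene results that were called, 996 of 1401 values under the alternatives kept their call, 405 lost it and 0 reversed. Of 110 that were not called, 1563 of 1618 values stayed so and 55 were called. Of 6 other lists called, 97 of 120 values kept the call, and of 34 not called, 661 of 678 stayed so. ESRP1 has 1 probe, so the alternative with another ESRP1 probe was not run. Between 32.02% and 37.05% of the probes on an array were above background, which limits what can be said of dim genes.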

Differences from the paper's values

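The settings of the methods' filter named here were chosen after seeing the values, and the others were set before the data were examined.

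The paper's Supplementary Table 3 lists 258 probes for overexpression and 50 for silencing, and the methods' t-test and fold filter passed 452 and 125 here. On the authors' values, an alternative chosen after seeing the values, it passed 332 and 65, and without background correction 323 and 62, also chosen then, all within 1.5 times the table. No alternative for these counts was set before the data were examined. Without a detection filter it passed 526 and 162, and with detection on all 8 arrays 322, within 1.5 times, and 84, outside. Of the paper's entries, 226 and 44 matched a probe whose log2 ratio on the authors' values was 2 times the table's value within 0.01, so the table is on a scale of 0.5 times the log2 ratio. The filter on the authors' values drops 0 of these 226 and 0 of these 44, and on the values normalized here it passes 215 and 43. All matched entries had the table's direction here, and limma called 222 and 9 of them. The study chose these entries on the same arrays, and they were matched by the authors' values, so these counts are not independent evidence.

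In Supplementary Table 4, 5 of the genes detected in both groups differ from the values here by more than the spread between arrays. PCOLCE2 and CTHRC1, not detected in Empty cells, have only a bound here (at least 2.03-fold and 1.86-fold) and are not counted among these. The paper's log2 ratios of these genes are 1.09 and 0.63. The paper's log2 ratio of VCAN is 1.87 and the value here 2.40. For MMP1 the paper has 1.44 against 1.63 here, for SERPINE2 1.18 against 1.69, for CDH6 1.07 against 1.60 and for TIMP1 0.99 against 1.42. The number of such genes was 6 with each chip normalized separately and without Empty replicate 1, 8 without Empty replicate 2, and 7 and 9 without ESRP1-overexpressing replicate 1 and 2. On the authors' values agreement was fixed in advance, since genes of this table were kept only where those values gave its log2 ratio within 0.01. All 5 fall within that spread on those values and without background correction. MMP1 also does without Empty replicate 1 and without ESRP1-overexpressing replicate 2, and TIMP1 without Empty replicate 1. They differ with each chip normalized separately, without a detection filter, with detection on all 8 arrays (where VCAN was not tested), with only the 4 arrays, with the replicate block (VCAN 2.40) and without any other array.

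The paper states that EMT-related genes were lower in ESRP1-silenced cells. Of the 111 measured here, 52 were higher and the rest lower, a share of higher genes like that of other genes, and camera gave adjusted p = 0.8. Among the 18 genes of Supplementary Table 4 analysed here, 10 were lower and 0 were called. The fry test placed the list lower with adjusted p = 0.06, and fgsea gave a score of -1.27 on the moderated t (adjusted p = 0.26) and of -1.34 on the log2 fold change (adjusted p = 0.2). No setting run called the list. On another measure, 62.16% of the 111 genes changed with opposite sign in the 2 comparisons, against 50.02% of all genes. That share also counts genes lower with overexpression and higher with silencing, so it does not bear directly on the paper's statement. The genes behind the paper's panel were not used here.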

Other observations

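Changes in ESRP1-overexpressing and ESRP1-silenced cells had a correlation near 0 across 10805 genes (r = -0.013, Spearman's rho = -0.0036, with 50.02% of opposite sign, genes not being independent replicates). Over the 111 EMT genes it was weakly negative (r = -0.16, Spearman's rho = -0.23), with 62.16% of opposite sign. At an adjusted p under 0.05 from limma in both comparisons, 9 probes were called, against 1.782 for independent lists. The 2 lists are not independent, since both comparisons share 1 residual variance per probe in the fit. Of the 9 probes, 8 went opposite ways. Beside ESRP1 itself these were PTGS2 (both probes), MAP2K3, SCNN1A, COL2A1, SDCBP2 and SUSD2. PTGS2 rose by a log2 fold change of 0.67 (adjusted p = 0.028) in ESRP1-overexpressing cells and fell by 1.15 (adjusted p = 0.047) in ESRP1-silenced cells on its brighter probe. SUSD2, picked after its values were seen, rose by 0.49 and fell by 0.95. NPW, picked in the same way, fell in both, by 0.46 and 0.90.

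Genes listed for epithelial junctions moved both ways in ESRP1-overexpressing cells. Of 30 measured 1 rose and 3 fell (4 and 5 when adjusted over the list alone), with a median of -0.013 and a mean of -0.15 against all genes. Camera gave adjusted p = 0.69 and the fry test, which sets a list against no change, adjusted p = 0.037. Beside CLDN3, the claudin CLDN4 fell at least 1.72-fold (adjusted p = 0.037) and EPN3 fell by 1.15 (adjusted p = 0.0088), while the transcription factor OVOL2, a repressor of EMT, rose by 0.97 (adjusted p = 0.0067). The only called rise was thus in a regulator and not in a junction protein. In ESRP1-silenced cells 0 of the 30 passed (1 higher and 1 lower at an unadjusted p under 0.05, camera adjusted p = 0.89). Enterocyte genes split in ESRP1-overexpressing cells, with 6 of 23 higher and 3 lower (8 and 5 when adjusted over the list alone). The amino acid transporter subunits SLC7A9 and SLC3A1 rose by 1.81 and 1.50 (adjusted p = 0.0024 and 0.002) and intestinal alkaline phosphatase ALPI fell by 1.92 (adjusted p = 0.043). The list's median was 0.17, or 0 with genes below detection at their bound (camera adjusted p = 0.22). Of 10 goblet and mucin genes, 0 rose and 2 fell, MUC1 by 1.34 (adjusted p = 0.021) and ZG16, for which no fold is given (adjusted p = 0.0017), with camera adjusted p = 0.31, and in ESRP1-silenced cells MUC13 fell by 1.24 (adjusted p = 0.047), with camera adjusted p = 0.69. Immediate early genes had 3 of 16 higher and 0 lower in ESRP1-overexpressing cells (camera adjusted p = 0.12), the genes being CCN1, PTGS2 and MYC.

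The FGF receptor FGFR4 rose by 0.60 in ESRP1-overexpressing cells (adjusted p = 0.024), with 0.32 on a second probe (adjusted p = 0.16), and KLB rose at least 1.59-fold (adjusted p = 0.036). Of 9 measured genes of the FGF axis these 2 rose and 0 fell (2 and 0 when adjusted over the list alone, camera adjusted p = 0.13), and in ESRP1-silenced cells 0 passed (1 higher and 1 lower at an unadjusted p under 0.05, camera adjusted p = 0.9). FGFR2 had a log2 fold change of 0.66 in ESRP1-silenced cells (adjusted p = 0.26). FGF18 had -0.08 and -0.03 in the 2 comparisons (adjusted p = 0.88 and 0.97), and a second probe, not detected on any array of Empty or ESRP1-overexpressing cells, had adjusted p = 0.087 in that comparison. The actin regulator ENAH had 0.73 in ESRP1-overexpressing cells (adjusted p = 0.095) and -0.19 in ESRP1-silenced cells (adjusted p = 0.75), and the adaptor GAB1 had 0.48 and -0.14 (adjusted p = 0.15 and 0.76). Second probes of ENAH and GAB1, not detected in Empty cells, had adjusted p = 0.11 and 0.073 in ESRP1-overexpressing cells. SNAI1, TWIST1, FGF2, FGF7, FGF10, FGFR1 and ESRP2 did not pass the detection filter and were not tested. Of the 14 measured genes that ESRP proteins are known to splice, 0 rose and 1, SCRIB, fell by 0.65 (adjusted p = 0.022) in ESRP1-overexpressing cells (camera adjusted p = 0.89), and 0 passed in ESRP1-silenced cells (2 higher and 0 lower at an unadjusted p under 0.05, camera adjusted p = 0.34). A second SCRIB probe, not detected on any array of Empty or ESRP1-overexpressing cells, had adjusted p = 0.85. The array measures 1 level per probe and not the isoforms.

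Other lists did not pass camera in either comparison. In ESRP1-overexpressing cells 3 of 18 Wnt targets rose and 0 fell (3 and 3 when adjusted over the list alone, camera adjusted p = 0.69), the genes being MYC, SOX9 with a log2 fold change of 1.30 (adjusted p = 0.0035) and LGR5, not detected on any array of either group, for which no fold is given (adjusted p = 0.028). Of 31 hypoxia and glycolysis genes 3 rose and 2 fell (camera adjusted p = 0.89), with HK1 lower by a log2 fold change of -1.48 (adjusted p = 0.0031). Cholesterol synthesis had 0 higher and 1 lower of 19, TM7SF2 (camera adjusted p = 0.52), unfolded protein response 0 and 2 of 21, DDIT3 and ASNS (0.88), G2M 0 and 0 of 36 (5 and 3 at an unadjusted p under 0.05, 0.69), ribosomal proteins 0 and 0 of 46 (2 and 0 unadjusted, 0.88) and EMT transcription factors 0 and 0 of 2 (0 and 0 unadjusted, 0.88). Markers of other cell types were few among the measured genes. Of 4 fibroblast genes 0 rose and 0 fell (0 and 1 unadjusted, 0.69), of 2 endothelial genes 0 rose and 1, ESAM, fell (0.77), and of 3 leukocyte genes 1, FCER1G, rose and 1, CSF1R, fell (0.87). In ESRP1-silenced cells none of these lists had a gene called by limma (0 to 4 higher and 0 to 4 lower at an unadjusted p under 0.05), and their camera adjusted p was 0.13 for Wnt targets, 0.81 for hypoxia and glycolysis, 0.32 for cholesterol synthesis and for EMT transcription factors, 0.52 for unfolded protein response, 0.69 for G2M, 0.31 for ribosomal proteins, fibroblast and endothelial genes and 0.77 for leukocyte genes. There MYC targets had adjusted p = 0.69, with 0 higher and 0 lower (4 and 15 unadjusted), interferon genes 0.8, with 0 and 0 (2 and 4 unadjusted), and ERK feedback genes 0.34, with 1, DUSP5, lower by a log2 fold change of -1.16 (adjusted p = 0.047). The change of ERK feedback genes differed between the 2 comparisons at the preset correlation (camera adjusted p = 0.00046 on the difference, over 22 lists), as did that of immediate early genes (0.023), enterocyte genes (0.025) and MYC targets (0.031). With an estimated correlation, an alternative chosen after seeing the data, the adjusted p was 0.12, 0.16, 0.19 and 0.12. Such a difference also arises where a list moves opposite ways, as the medians of immediate early genes did (0.32 in overexpression and -0.25 in silencing).

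Some lists that did not pass camera passed fry. Beside epithelial junctions these were, in ESRP1-overexpressing cells, FGF axis (adjusted p = 0.0015, mean 0.27 against all genes), enterocyte (0.0023, 0.32), immediate early (0.0071, 0.20), goblet and mucin (0.0095, -0.34), cholesterol synthesis (0.043, -0.11) and the 2 endothelial genes (0.043, -0.42). In ESRP1-silenced cells they were MYC targets (adjusted p = 0.022, mean -0.011), ERK feedback (0.032, -0.11), goblet and mucin (0.032, -0.12), ribosomal proteins (0.032, 0.064) and cholesterol synthesis (0.043, -0.094).

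ESRP1 is not among the symbols of Supplementary Table 3. On the authors' values its log2 ratio was 1.36 in overexpression and -1.01 in silencing, and the methods' t-test gave p = 0.0117 and 0.0119.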
